# Liver TET1 promotes metabolic dysfunction-associated steatotic liver disease

**DOI:** 10.1038/s44321-025-00224-4

**Published:** 2025-03-31

**Authors:** Hongze Chen, Muhammad Azhar Nisar, Joud Mulla, Xinjian Li, Kevin Cao, Shaolei Lu, Katsuya Nagaoka, Shang Wu, Peng-Sheng Ting, Tung-Sung Tseng, Hui-Yi Lin, Xiao-Ming Yin, Wenke Feng, Zhijin Wu, Zhixiang Cheng, William Mueller, Amalia Bay, Layla Schechner, Xuewei Bai, Chiung-Kuei Huang

**Keywords:** Fatty Liver, Alcoholic Liver Disease, Nonalcoholic Fatty Liver Disease, Epigenetics, 5-Hydroxymethylcytosine, Chromatin, Transcription & Genomics, Digestive System, Metabolism

## Abstract

Global hepatic DNA methylation change has been linked to human patients with metabolic dysfunction-associated steatotic liver disease (MASLD). DNA demethylation is regulated by the TET family proteins, whose enzymatic activities require 2-oxoglutarate (2-OG) and iron that both are elevated in human MASLD patients. We aimed to investigate liver TET1 in MASLD progression. Depleting TET1 using two different strategies substantially alleviated MASLD progression. Knockout (KO) of TET1 slightly improved diet induced obesity and glucose homeostasis. Intriguingly, hepatic cholesterols, triglycerides, and CD36 were significantly decreased upon TET1 depletion. Consistently, liver specific TET1 KO led to improvement of MASLD progression. Mechanistically, TET1 promoted CD36 expression through transcriptional upregulation via DNA demethylation control. Overexpression of CD36 reversed the impacts of TET1 downregulation on fatty acid uptake in hepatocytes. More importantly, targeting TET1 with a small molecule inhibitor significantly suppressed MASLD progression. Conclusively, liver TET1 plays a deleterious role in MASLD, suggesting the potential of targeting TET1 in hepatocytes to suppress MASLD.

## Synopsis

Liver TET1 was found to promote metabolic dysfunction-associated steatotic liver disease (MASLD) by regulating CD36 expression, suggesting TET1 as a therapeutic target for MASLD treatment.

- TET1 depletion alleviates MASLD progression, reduces hepatic cholesterol, triglycerides, and CD36 levels, and improves diet-induced obesity and glucose homeostasis.
- Liver-specific TET1 knockout significantly improves MASLD, highlighting its central role in disease progression.
- TET1 promotes CD36 expression through transcriptional upregulation via DNA demethylation, enhancing fatty acid uptake in hepatocytes.
- A small-molecule inhibitor targeting TET1 suppresses MASLD progression, demonstrating its therapeutic potential.

## Abstract (web summary)

Liver TET1 was found to promote metabolic dysfunction-associated steatotic liver disease (MASLD) by regulating CD36 expression, suggesting TET1 as a therapeutic target for MASLD treatment.

The paper explained **Problem**

The metabolic dysfunction-associated steatotic liver disease can progress to liver fibrosis and further advance to cirrhosis and hepatocellular carcinoma, which are the 12th leading cause of death and the 5th leading cause of cancer-associated death. Understanding the molecular mechanisms underlying MASLD progression may help identify potential therapeutic targets.

**Results**

DNA methylation, a type of DNA modification carried by two families of proteins including TET1, generally suppresses mRNA expression. Global liver DNA methylation change has been linked to MASLD progression in humans. We found that TET1 is decreased in MASLD, and depleting TET1 protects MASLD progression in a preclinical model. Depleting TET1 in the liver resulted in improved MASLD as well. It was found that TET1 promoted the transcription of CD36 which helps free fatty acid uptake in the liver. Excessive free fatty acid uptake in the liver would lead to MASLD progression. Targeting TET1 in human hepatocytes with molecular and biochemical approaches both led to reduced free fatty acid uptake. More importantly, treating MASLD mice with a small molecule to inhibit TET1 function significantly alleviated MASLD progression.

**Impact**

Our study clarifies the knowledge gap regarding how hepatic TET1 is involved in MASLD progression and highlights the potential of targeting TET1 in hepatocytes to alleviate MASLD.

## Introduction

The metabolic dysfunction-associated steatotic liver disease (MASLD) is the primary type of fatty liver diseases with fat built up in the liver, not caused by alcohol consumption. The global prevalence of MASLD is about 24% (Younossi et al, 2018). MASLD affects 100 million Americans and costs the US healthcare system $103 billion annually, according to a recent analysis of the Medicare database (Sayiner et al, 2017). In certain patients, MASLD can progress to liver fibrosis and further advance to cirrhosis and hepatocellular carcinoma. MASLD affects more than 10–40% in adults worldwide, with 60% in diabetic patients and 90% in obese people. Given that liver cirrhosis is the 12th leading cause of death and liver cancer is the 5th leading cause of cancer-associated death, it is urgent to find a cure for fatty liver diseases. Understanding the underlying mechanisms of MASLD development will likely identify potential therapeutic approaches toward this disease.

It has been recently demonstrated that global DNA methylation is altered in MASLD patients and is highly associated with disease progression (Lai et al, 2020). DNA methylation is involved in adding a methyl group to the fifth carbon pyrimidine ring of cytosine, named as 5-methylcytosine (5mC). The DNA methylation is catalyzed by DNA methyltransferases (DNMTs), including DNMT1, DNMT3a, and DNMT3b (Lyko, 2018). It was previously suggested that DNA demethylation only occurred passively. However, the hydroxymethylcytosine (5hmC) has been recently recognized as the potentially active DNA demethylation mechanism (Guo et al, 2011; Stoyanova et al, 2021). The 5mC can be oxidized by the Ten eleven translocation (TET) family proteins, including TET1, TET2, and TET3, to 5-hmC, 5-formylcytosine (5fC), and 5-carboxylcytosine (5caC). 5fC or 5caC can be excised by the thymine DNA glycosylase (TDG) and repaired by the base excision repair process, thus subsequently resulting in unmodified C. There are limited studies investigating the TET family proteins in MASLD development. A clinical study investigating 5hmC in MASLD revealed that there is no difference in nuclear 5hmC between normal and MASLD patients. However, MASLD patients have significantly lower non-nuclear 5hmC signals than the control ones. Furthermore, they identified that TET1 and TET2 missense variants (loss of function) are potentially associated with MASLD severity (Pirola et al, 2015). Interestingly, 5hmC and all three TET enzymes have been found either downregulated or no change in human liver tissue samples with chronic liver diseases (Ji et al, 2019; Page et al, 2016). In contrast, the expression levels of DNMT1, DNMT3a, and DNMT3b were found upregulated in human fibrotic liver tissues (Page et al, 2016). In line with the human findings, it has been recently reported that DNMT1 and DNMT3a increased in male C57BL/6J mice fed with a high fat diet. Liver specific DNMT1 or DNMT3a knockout (KO), which resulted in DNA hypomethylation, both led to alleviation of MASLD progression (Wang et al, 2023). Besides, they found that liver-specific TET2 KO exacerbated MASLD. Interestingly, it was previously reported that liver specific KO of TET2 and TET3 elicited fatty liver development spontaneously (Reizel et al, 2018). TET2 and TET3 KO would lead to reduced 5hmC formation, resulting in DNA hypermethylation. However, all these findings could not fully explain the clinical observations that DNA methylation is decreased in MASLD patients and negatively correlated with disease severity. Intriguingly, both 2-oxoglutarate and iron, which are required for the TETs’ enzymatic activity, are elevated in MASLD patients (Dongiovanni et al, 2011; Rodriguez-Gallego et al, 2015), suggesting that downregulated DNA methylation in human MASLD patients likely due to the elevated enzymatic activity of TETs. However, liver TET2 and TET3 KO cannot protect mice from fatty liver development. Thus, we speculated that elevated liver TET1 function promotes MASLD progression and aimed to determine the role of liver TET1 in MASLD development.

The current study adopted two whole body TET1 KO strains and liver specific TET1 KO mice to investigate the role of TET1 in MASLD. We clarify that hepatic TET1 regulates lipid metabolism via transcriptional regulation of CD36. Targeting TET1 with a small molecule inhibitor improved metabolic indexes in mice fed with an HFD, thereby providing the preclinical evidence that targeting liver TET1 is a potential therapeutic approach in patients with MASLD.

## Results

### Profiling DNA methylation/demethylation enzymes in MASLD samples revealed liver TET1 and TET3 are downregulated in MASLD

To determine the global DNA methylation change in mouse liver samples with MASLD, we fed male C57BL/6J mice with an HFD. Phenotype characterization validated the HFD-treated mice with increased body weight (BW), the ratio of liver weight (LW) over BW, and the ratio of fat weight (FW) over BW (Fig. 1A). Besides, obesity, hepatomegaly, and hepatic steatosis were found in these mice (Fig. 1B,C). The global DNA methylation was found elevated in the HFD-treated mice (Fig. 1D,E). To determine how hepatic global DNA methylation is affected, we examined the expression levels of DNMTs in MASLD patients. We retrieved the RNA-Seq data of GSE174478 and analyzed DNMTs levels in control (CTRL) and MASLD patients. The expression levels DNMT1 and DNMT3a were not significantly different between human CTRL and MASLD groups. However, DNMT3b is increased in the human MASLD group (Appendix Fig. S1A–C). We also examined DNMTs in preclinical mouse MASLD samples. It was noted that DNMT1, DNMT3a, and DNMT3b were not significantly altered in the HFD fed mouse group despite that DNMT1 was slightly increased in the mouse MASLD group (Appendix Fig. S1D–F). We further examined the expression levels of TET1, TET2, and TET3 in these samples. Similarly, no significant changes of TET1, TET2, and TET3 were found between human/mouse CTRL and MASLD groups (Appendix Fig. S2A–F). A previous study has illustrated the involvement of DNMT1 and DNMT3a in regulating MASLD development (Wang et al, 2023). To comprehensively understand the DNA methylation control in MASLD development, we therefore examined the TET family proteins in these mouse MASLD samples. Unexpectedly, we found that TET1 and TET3 protein were significantly decreased in the liver samples of MASLD mice (Fig. 1F), indicating the potential impacts of TET1 and TET3 on MASLD development.

**Figure 1:**
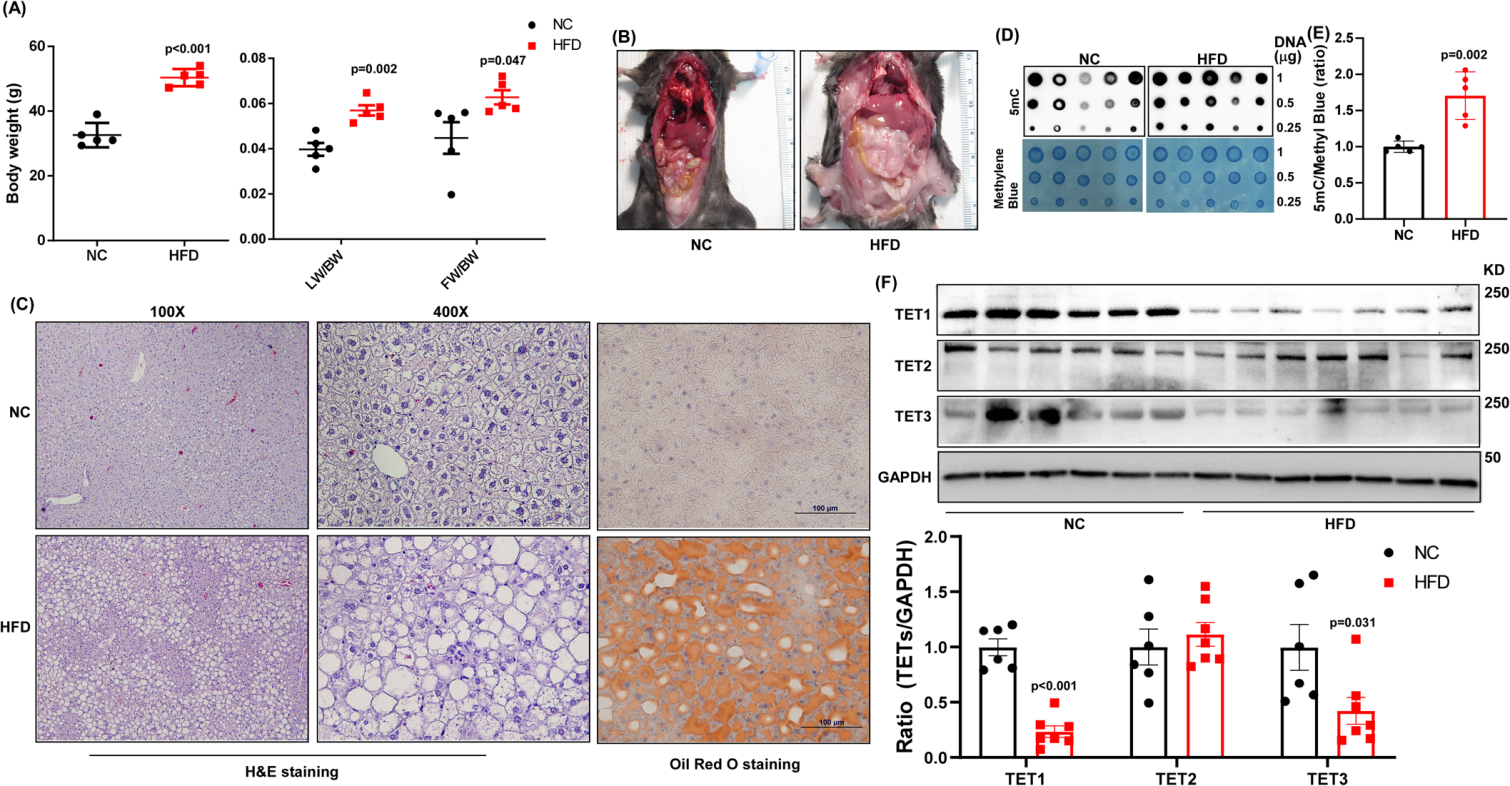
Hepatic TET1 and TET3 are downregulated in MASLD. (**A**) Body weight, liver weight over body weight (LW/BW), and visceral fat weight over BW (FW/BW) were examined in male C57/BL6 mice fed with either a normal chow (NC) or high-fat diet (HFD) for 16 weeks, *n* = 5 in NC; *n* = 5 in HFD. The representative (**B**) gross images, (**C**) 100X H&E, 400X H&E, and 400X Oil Red O staining images of NC and HFD fed mice. (**D**) 5mC dot blot and methylene blue staining were done using the genomic DNA of liver samples derived from NC and HFD mice. (**E**) Quantification results of 5mC/methylene blue, *n* = 5 in NC; *n* = 5 in HFD (**F**) TET1, TET2, and TET3 protein expression levels were determined in NC and HFD treated mice. Bottom panel: The relative ratios of TET1, TET2, TET3 over GAPDH, *n* = 6 in NC; *n* = 7 in HFD Data are presented as mean ± S.D. in (**A, E**), and (**F**). *P* values were determined using unpaired two-tailed Student’s T test. Exact *p* values were as indicated. Source data are available online for this figure.

### Whole body TET1 KO suppresses MASLD progression

Given the previous finding that TET2 and TET3 liver specific KO promoted fatty liver development in mice, we decided to investigate the role of TET1 in hepatic steatosis (Reizel et al, 2018). We generated and characterized the TET1 whole body KO mice. TET1 deletion genotyping was verified (Appendix Fig. S3A). When we examined LW/BW, we did not observe any significant difference between control and TET1 KO mice, indicating that TET1 deletion has minimal impacts on the liver development (Appendix Fig. S3B). Interestingly, in line with the previous study that adipocyte-specific TET1 KO would lead to reduced FW/BW in mice fed with either normal chow (NC) or HFD (Damal Villivalam et al, 2020), the TET1 KO mice also have a slight decrease in FW/BW when compared with the control ones (Appendix Fig. S3C). We also checked the BW of the littermate control and TET1 KO mice starting from 8 weeks weekly. The results suggested that TET1 KO mice may have slightly lower BW than the control ones (Appendix Fig. S3D). We further examined if liver histologic development is affected by TET1 KO via evaluating the hepatic histology. As shown, TET1 KO did not significantly impact liver histological development (Appendix Fig. S3E). Thereafter, these male mice were fed with an HFD for 16 weeks. It was found that TET1 KO reduced mouse BW compared to the littermate controls (Fig. 2A). TET1 KO mice have healthy liver appearance, unlike control mice having the yellow-brown one (Fig. 2B). The LW/BW was found decreased in TET1 KO mice (Fig. 2C). Unexpectedly, TET1 KO mice have a higher FW/BW than the control ones (Fig. 2D). Nevertheless, aspartate aminotransferase (AST) and alanine transaminase (ALT) enzymatic activity assays, the liver functional studies demonstrated that TET1 KO substantially alleviated liver damages in the HFD-induced MASLD progression (Fig. 2E,F). These findings were reproducible using another strain of TET1 KO mice generated by crossing the floxed TET1 mice (Kang et al, 2015) with β-actin promoter driven Cre recombinase ones (Fig. 2G–I). These results demonstrated a deleterious role of TET1 in MASLD development.

**Figure 2:**
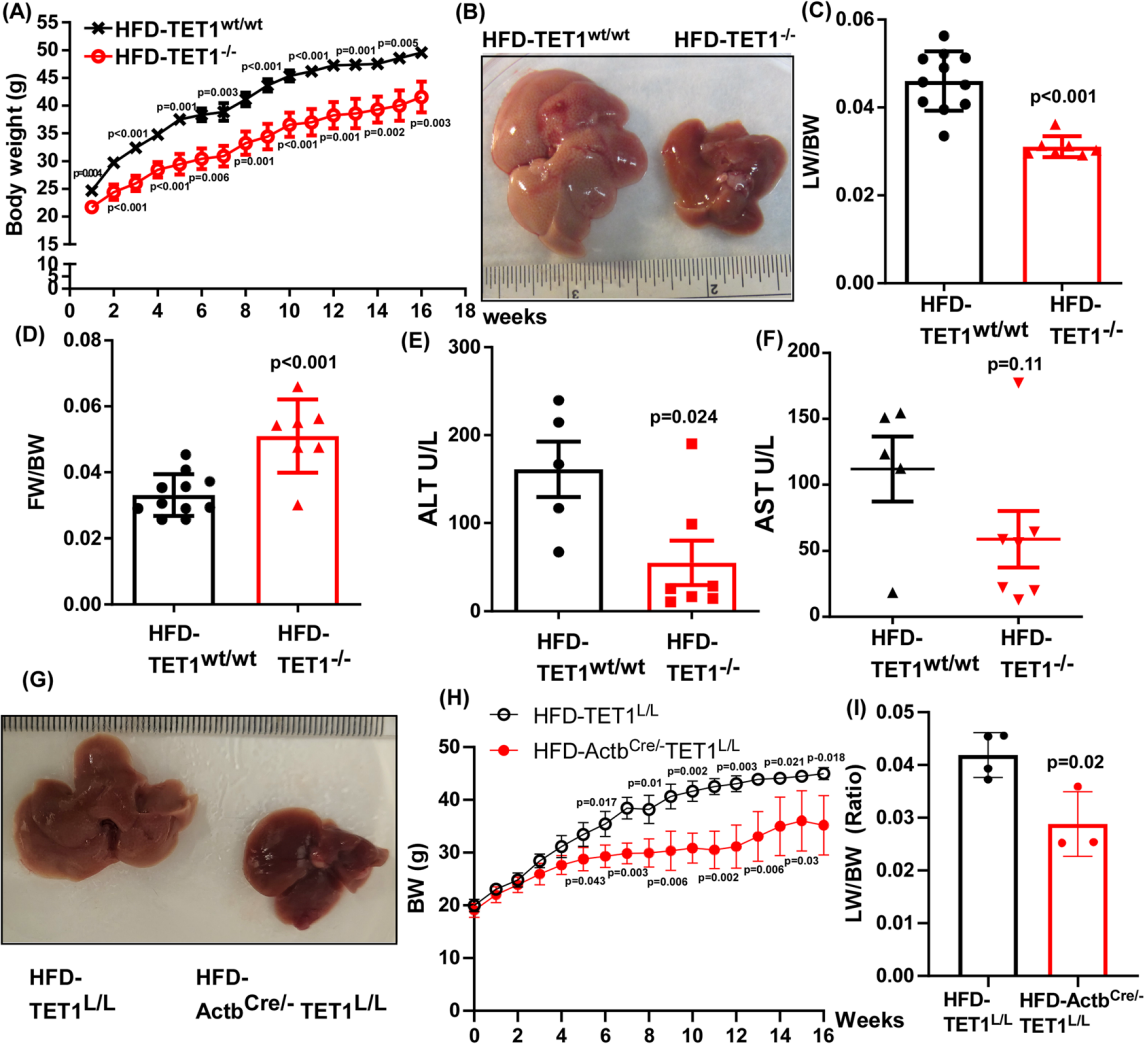
Ubiquitously knocking out TET1 using two strategies suppressed MASLD progression. (**A**) Body weight was measured in male TET1^wt/wt^ and TET1^−/−^ mice fed with an HFD for 16 weeks starting at 8 weeks old, *n* = 11 in TET1^wt/wt^; *n* = 7 in TET1^−/−^. (**B**) The representative liver images of TET1^wt/wt^ and TET1^−/−^ mice fed with an HFD. (**C**) LW/BW, (**D**) FW/BW, (**E**) ALT, and (**F**) AST were determined in these mice. For (**C**) and (**D**), *n* = 11 in TET1^wt/wt^; *n* = 7 in TET1^−/−^. For (**E**) and (**F**), *n* = 5 in TET1^wt/wt^; *n* = 7 in TET1^−/−^. (**G**) The gross liver images of male TET1^L/L^ and Actb^Cre/-^ TET1^L/L^ mice fed with an HFD for 16 weeks starting at 8 weeks old. (**H**) BW and (**I**) LW/BW were determined in these mice, *n* = 4 in TET1^L/L^; *n* = 3 in Actb^Cre/-^TET1^L/L^ Data are presented as mean ± S.D. in (**A, C–F, H**), and (**I**). *P* values were determined using unpaired two-tailed Student’s T test. Exact *p* values were as indicated. Source data are available online for this figure.

### TET1 KO improved diet induced obesity and glucose homeostasis

We have found that TET1 KO suppressed diet induced obesity and MASLD (Fig. 2A–C,H). To illustrate the mechanisms by which TET1 affects MASLD, we measured food and water consumption in control and TET1 KO mice fed with an HFD given that the previous studies have demonstrated an important role of TET1 in neuron development (Zhang et al, 2013) which would possibly impact food intake due to disrupted appetite (Qi et al, 2023). Although TET1 is involved in neuron development, the overall impacts of TET1 KO on food and water consumption have not been significantly affected (Appendix Fig. S4A,B) by the TET1-mediated neurogenesis. In line with the previous study (Zhang et al, 2021), fed glucose levels were not significantly changed in TET1 KO mice (Appendix Fig. S4C,D). Interestingly, insulin levels were found decreased in TET1 KO mice (Appendix Fig. S4E). As a previous study demonstrated the involvement of AMPK-TET1-Sirt1 axis in glucose metabolism through regulating GLUT4 and PGC1α (Zhang et al, 2021), we also examined hepatic GLUT4 and PGC1a in control and TET1 KO mice fed with an HFD. We observed no significant difference of these genes between control and TET1 KO mice (Appendix Fig. S4F). We also examined the insulin response indicator, phosphorylated Akt (pAkt), but found no significant change. Given the potential involvement of AMPK signaling in TET1-mediated glucose metabolism, we further examined the AMPK signaling pathway. The AMPK upstream kinase, LKB1 and pLKB1 were not affected by TET1 KO. Neither pAMPK nor AMPK was impacted by TET1 KO (Appendix Fig. S4G). An unbiased mRNA sequencing experiment was performed using the liver samples derived from control and TET1 KO mice fed with an HFD. 

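Liver mRNA was sequenced from 3 WT mice and 4 TET1 KO mice that had been fed an HFD for 16 weeks starting at 8 weeks of age. The authors counted the reads on each Ensembl gene with featureCounts and deposited these counts for every mouse, without normalization. The paper's text does not name the aligner, the genome build or the annotation release used for these reads. Library sizes were 19517780, 22746138 and 17937630 counts in WT replicates 1 to 3, with a median of 19517780. In TET1 KO replicates 1 to 4 they were 16309440, 15005277, 20635343 and 21246636, so that the groups overlapped. At these depths 1 CPM, the count scaled to library size, equals between 15.0 and 22.7 counts before normalization. Each library listed 51431 entries, of which 5 repeated an identifier with the same counts and were left out. The remaining counts were tested with edgeR's quasi-likelihood test after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method over the 14754 genes that passed edgeR's filter on low counts. No pair of libraries of the same genotype differed by less than the sampling noise, since the lowest chi-square per degree of freedom between such libraries was 27.4. Xist had between 2 and 4 counts and the Y-linked gene Ddx3y between 904 and 1561 counts in the 7 libraries. Tet1, the targeted gene (ENSMUSG00000047146, chromosome 10 of NCBIM37 from 62267318 to 62361866, minus strand), had 1, 4 and 1 counts in the WT livers and 2, 1, 4 and 1 counts in the TET1 KO livers. At this depth Tet1 mRNA lay near the floor in both genotypes, so no fold change is given and the counts do not tell the genotypes apart (exact two-sided permutation test, p = 0.743, where 35 splits of the 7 mice allow no p under 0.0286). Tet2 and Tet3 were measured well above this level, with log2 fold changes of -0.01 (standard error 0.23, adjusted p = 0.984 from edgeR's quasi-likelihood test) and 0.32 (standard error 0.16, adjusted p = 0.223), respectively. The first principal component of log2 CPM held 48.7% of the variance and placed the 3 WT livers between -56.9 and -19.4 and the TET1 KO livers between 1.60 and 57.1, with TET1 KO replicate 4 nearest to the WT livers.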

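Hepatokines are liver-secreted proteins that act on other tissues. The 6 genes that the paper names as hepatokines were examined one by one. Whether each encodes a secreted protein was not examined, and Slc27a1 was also in the list of fatty acid uptake genes. Igfbp2 was higher in TET1 KO livers, with a log2 fold change of 2.25 (standard error 0.20, adjusted p = 0.00116 from edgeR's quasi-likelihood test). Enho, which encodes adropin, had a log2 fold change of 2.31 (standard error 0.48, adjusted p = 0.0418 from the same test), and every TET1 KO liver lay above every WT liver. Leaving out WT replicate 2 lowered the log2 fold change of Enho to 1.91 and raised the adjusted p to 0.154, within a range of 0.00285 to 0.154 over all alternatives, and 5 of the 7 fits that each left out one mouse gave an adjusted p over 0.05. Leaving out WT replicate 3 raised the log2 fold change to 3.24 (adjusted p = 0.00285). Slc27a1 had a log2 fold change of 0.75 (standard error 0.15, adjusted p = 0.0351), which 6 of the 7 such fits took over 0.05, as did scaling to library size only (adjusted p = 0.0521, range over all alternatives 0.00543 to 0.149). Hsp90aa1 had a log2 fold change of 0.67 with an adjusted p of 0.0884 in edgeR and 0.0281 in DESeq2, and up to 0.344 in the other alternatives. Eda and Igfbp3 were lower in TET1 KO livers, with log2 fold changes of -1.25 (standard error 0.32, edgeR adjusted p = 0.0655) and -1.11 (standard error 0.30, edgeR adjusted p = 0.0747), and DESeq2 gave them adjusted p-values of 0.0417 and 0.00914. Over all alternatives the adjusted p ranged from 0.0417 to 0.239 for Eda and from 0.00528, without WT replicate 3, to 0.289 for Igfbp3. Both fold changes were negative in DESeq2, with scaling to library size only, with no filter on low counts and with each mouse left out.

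**Figure D1:**
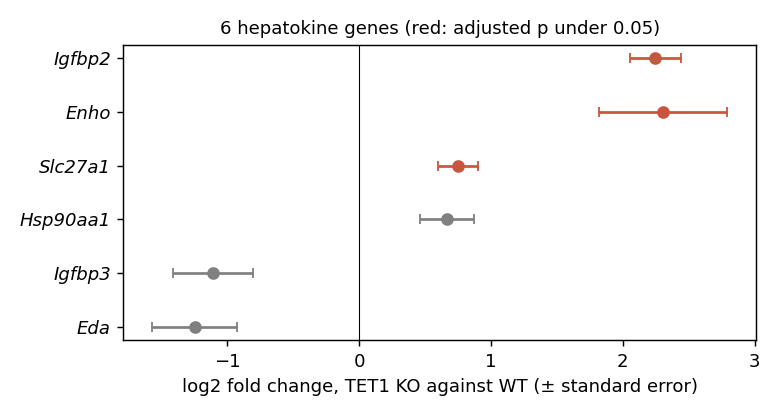
Log2 fold change between TET1 KO and WT livers (x axis) for the 6 genes that the paper names as hepatokines (y axis). Points are the estimates of edgeR's quasi-likelihood fit over 3 WT and 4 TET1 KO mice, bars are standard errors, and red marks an adjusted p under 0.05. Igfbp2, Enho, Slc27a1 and Hsp90aa1 lie above 0, Igfbp3 and Eda below it.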

Several hepatokines, including Eda, Enho, Hsp90aa1, Igfbp2, Igfbp3, and Slc27a1 which have been linked to MASLD were found significantly upregulated in TET1 KO mice (Dataset EV1, EV2). Further examining these genes in TET1 liver specific KO (LKO) mice exhibited that only Enho is increased in TET1 LKO mice (Appendix Fig. S5). Given the facts that Enho overexpression improves MASLD glucose homeostasis, that TET1 heterozygous KO improved glucose and insulin tolerance tests, and that TET1 KO reduced serum insulin levels, TET1 KO could likely suppress MASLD progression in part through improving glucose homeostasis.

### TET1 KO repressed MASLD likely through inhibiting hepatic lipid accumulation

The liver plays a crucial role in lipid metabolism, functioning as central organ in fatty acid metabolism. Thus, we examined lipid accumulation in the liver of control and TET1 KO mice. As shown, significant amounts of lipids were found in control mice fed with an HFD but not in TET1 KO mice (Fig. 3A). Further analyzing lipid profiles in the liver tissues revealed that TET1 KO decreased hepatic cholesterol and triglyceride levels in mice fed with an HFD (Fig. 3B,C). The lipidomic assay and enrichment analysis of lipidomic data, performed using Lipid Pathway Enrichment Analysis (LIPEA) and Kyoto Encyclopedia of Genes and Genomes (KEGG) tools, reveals that the most significant altered pathway in the TET1 LKO and TET1 KO groups compared to the control one is glycerophospholipid metabolism The key upregulated lipids in this pathway are 1-Acyl-sn-glycero-3-phosphocholine, 2-Acyl-sn-glycero-3-phosphocholine, 1-Acyl-sn-glycero-3-phosphoethanolamine, and 2-Acyl-sn-glycero-3-phosphoethanolamine. This leads to the significant enrichment of both the phosphatidylethanolamine and phosphatidylcholine biosynthesis pathways. Conversely, the downregulated lipids in the glycerophospholipid metabolism pathway are 1-Acyl-sn-glycerol-3-phosphate and 2-Acyl-sn-glycerol-3-phosphate (Dataset EV3, 4, Table EV1 and Appendix Fig. S6A,B). These phenotype changes are likely mediated by de novo lipogenesis (DNL), fatty acid β-oxidation, fatty acid uptake, and very low density lipoprotein (VLDL) synthesis and secretion mechanisms (Alves-Bezerra and Cohen, 2017; Bechmann et al, 2012; Ipsen et al, 2018; Kawano and Cohen, 2013; Nguyen et al, 2008). As the control and TET1 KO mice ate equal amounts of foods, they should have equal circulating cholesterols and triglycerides if there is no difference in lipid metabolism in the liver samples of these mice. Although the circulating triglyceride levels were not affected by TET1 KO, the circulating cholesterols, hepatic cholesterols, and hepatic triglycerides were significantly reduced in TET1 KO mice (Fig. 3B–E), indicating the involvement of TET1 in hepatic lipid metabolism. 

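With an adjusted p under 0.05 in edgeR's quasi-likelihood test, 129 genes were higher and 169 were lower in TET1 KO than in WT livers, out of 14754 tested. Of these, 117 higher and 156 lower genes had a log2 fold change between -3 and 3, the limits set in the paper's methods. The groups did not overlap in 296 of the 298 genes. Over all tested genes they did not overlap in 3327 (22.5%), where chance alone gives 5.71% for 3 mice against 4. The number of genes depended strongly on single livers. Within the same limits it fell to 14 higher and 15 lower without WT replicate 2, and rose to 415 higher and 442 lower without TET1 KO replicate 4. DESeq2 gave 615 higher and 684 lower genes within the limits, and 295 of the 298 genes were called by both methods. Scaling to library size only, in place of TMM, gave 97 higher and 295 lower genes. With no limit on the fold change, this scaling lowered the share of higher genes among the calls from 43.3% to 25.5%.

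**Figure D2:**
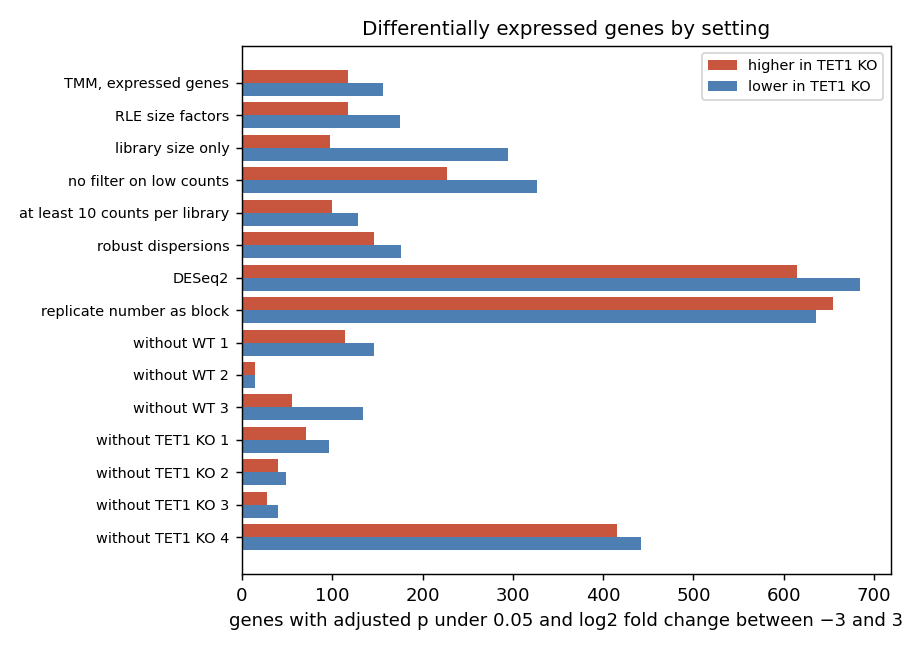
Number of genes with an adjusted p under 0.05 and a log2 fold change between -3 and 3 (x axis) under each setting (y axis), higher (red) or lower (blue) in TET1 KO livers. The top bars are the 117 higher and 156 lower genes of the TMM-normalized fit, and each other setting changes one choice, such as the mouse left out.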

We then analyzed differentially expressed genes (DEGs) and revealed that 265 upregulated and 369 downregulated genes were identified in TET1 KO mice compared to the control ones (Table EV1 and Fig. 3F), among which top 50 altered genes are illustrated (Fig. 3G). 

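Gene ontology sets were not analysed here. In their place, lipid metabolism was examined with 2 Reactome sets and 7 lists of lipid genes written before the data were examined, each tested by camera (limma) on log2 CPM with a preset inter-gene correlation of 0.01, and adjusted over 10 sets. Of these 9 sets, 6 were lower in TET1 KO livers with an adjusted p under 0.05. The PPARα targets had the smallest p, with a median log2 fold change of -0.45 (adjusted p = 5.56e-06), and 6 of the 37 tested genes were higher. Fatty acid β-oxidation had a median of -0.27 (adjusted p = 0.00598), triglyceride synthesis and storage -0.21 (adjusted p = 0.0216) and de novo lipogenesis -0.31 (adjusted p = 0.0259). The Reactome sets Metabolism of lipids and lipoproteins (423 tested genes) and Fatty acid, triacylglycerol, and ketone body metabolism (83 tested genes) had medians of -0.09 (adjusted p = 0.0304) and -0.14 (adjusted p = 0.0361). Fatty acid uptake and VLDL synthesis and secretion did not differ from other genes (adjusted p = 0.457 for both). Cholesterol biosynthesis was higher, with a median of 0.43 (adjusted p = 0.00878), although only TET1 KO replicates 2 and 4 lay above the WT livers. None of these calls held at an adjusted p under 0.05 with fry or with an estimated inter-gene correlation, the alternatives that moved the result most. Every TET1 KO liver lay below every WT liver in the mean level of the PPARα targets, triglyceride synthesis and storage, and the Reactome fatty acid set (exact two-sided permutation test, p = 0.0286 for each, the smallest p that 3 mice against 4 allow). Without WT replicate 2 or without TET1 KO replicate 2, 2 of the 9 sets were lower in place of 6, and 3 were lower without TET1 KO replicate 3. At least as many of the sets were lower in 3 of the 35 splits of the 7 mice, the real one included.

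**Figure D3:**
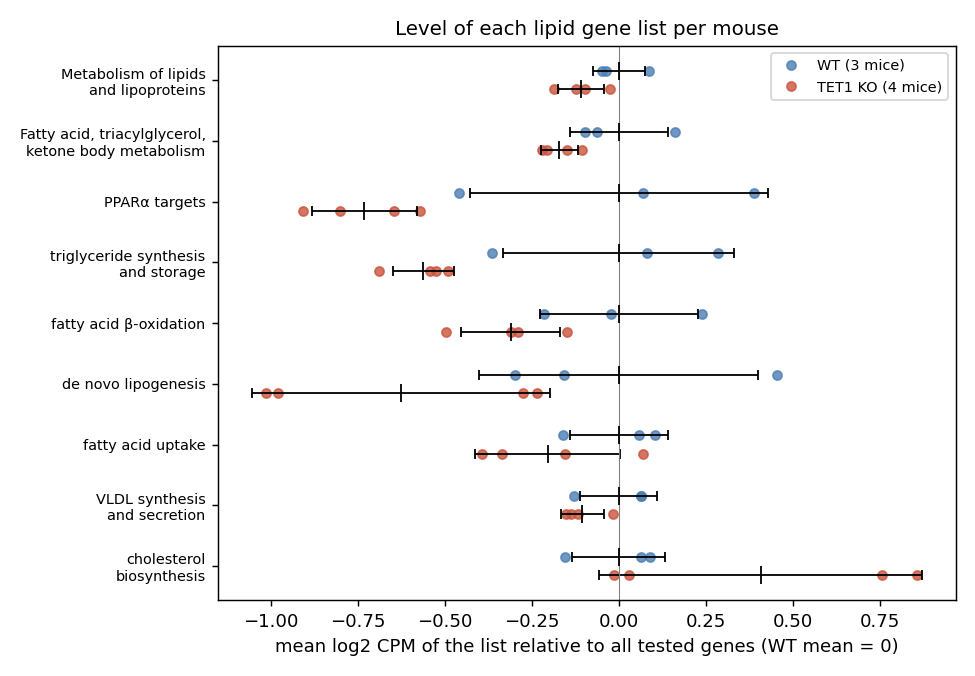
Mean log2 CPM of each lipid gene set relative to all tested genes, with the WT mean set to 0 (x axis), for 9 sets (y axis). Points are single mice (3 WT in blue, 4 TET1 KO in red), the vertical tick is the group mean and the bar 1 SD. TET1 KO livers lie apart from the WT livers for the PPARα targets and triglyceride synthesis and storage, and overlap them for de novo lipogenesis and fatty acid uptake.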

Next, the analysis using the gene set enrichment analysis approach with the gene ontology sets showed that lipid metabolic process, fatty acid metabolic process, and cellular lipid metabolic process are three of the major pathways downregulated in TET1 KO mice (Fig. 3H,I). Collectively, TET1 KO alleviated MASLD development likely through inhibiting the expression of genes associated with lipid metabolism.

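In the lists of lipid genes, 13 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, of which 12 were lower and 1, Slc27a1, was higher in TET1 KO livers. Mogat1, a monoacylglycerol acyltransferase (ENSMUSG00000012187), fell from 8.23 ± 2.79 CPM (SD, n = 3) in WT to 0.825 ± 0.362 CPM (SD, n = 4) in TET1 KO livers, a log2 fold change of -3.31 (standard error 0.35, edgeR adjusted p = 0.00272). Vnn1 (ENSMUSG00000037440) had a log2 fold change of -3.28 (standard error 0.33, edgeR adjusted p = 0.00224). The lipid droplet genes Plin4 and Plin2 had log2 fold changes of -1.59 (edgeR adjusted p = 0.00602) and -1.01 (edgeR adjusted p = 0.0382). Me1, Elovl5, Apoa4, Gpam and Vldlr were lower by between -2.46 and -1.23 on the log2 scale, with edgeR adjusted p-values from 0.0196 to 0.0471. Acot3 and Cyp4a14 were also lower, although reads of these genes may have been split with their close paralogs. Only Cd36, Mogat1, Plin4 and Vnn1 kept an adjusted p under 0.05 in each of the 7 fits that left out one mouse. From the lower expression of lipid metabolism genes, together with the decreased hepatic cholesterol and triglycerides, the paper proposes that loss of TET1 limits MASLD by inhibiting genes of lipid metabolism.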

**Figure 3:**
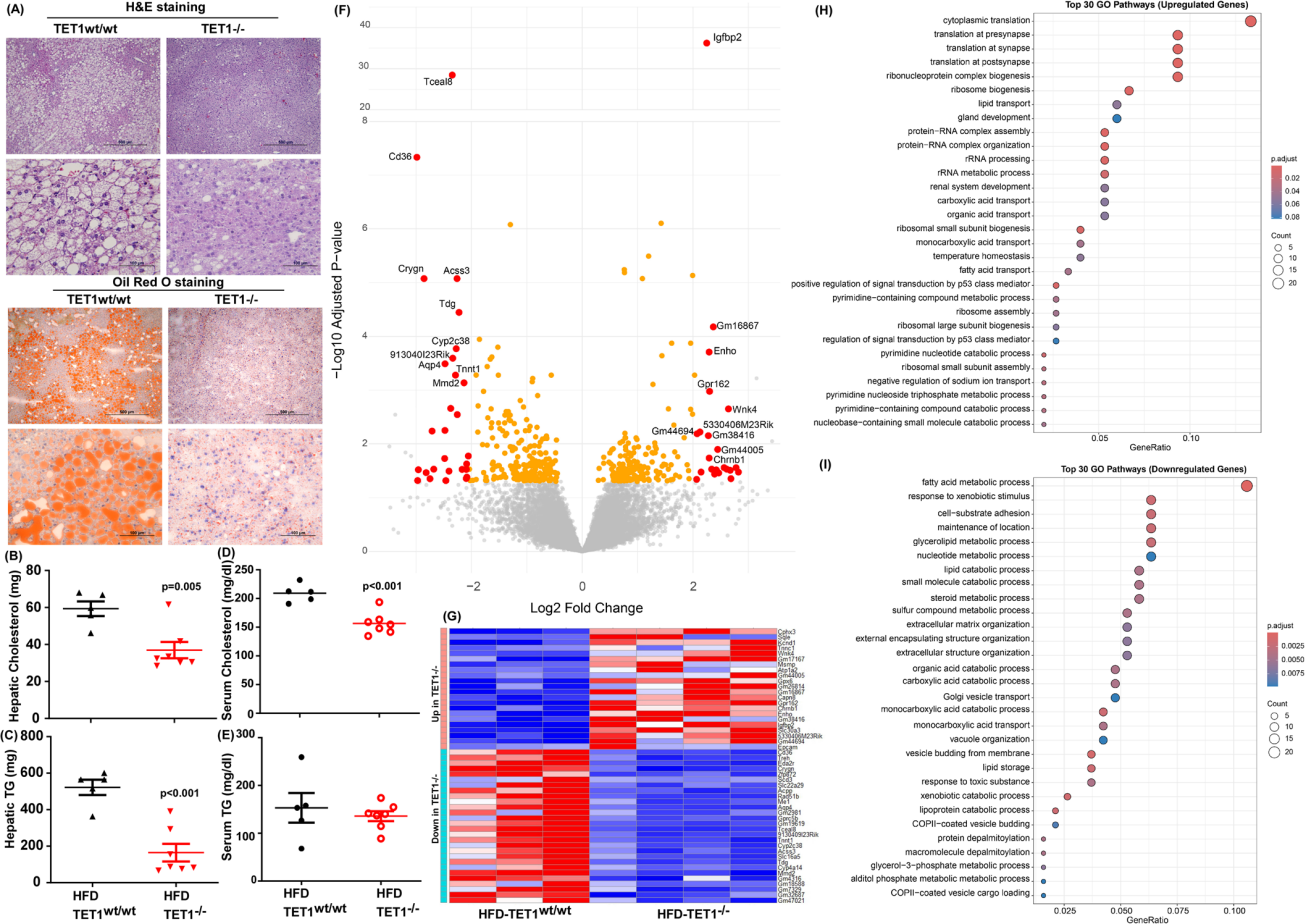
TET1 KO suppressed hepatic lipid contents through targeting hepatic lipid metabolism. (**A**) The representative H&E and Oil Red O staining images of TET1^wt/wt^ and TET1^−/−^ mice suggested decreased lipid deposition in TET1 KO mice. (**B**) Hepatic cholesterols, (**C**) hepatic triglycerides (TG), (**D**) serum cholesterols, and (**E**) serum TG were measured in male TET1^wt/wt^ and TET1^−/−^ mice fed with an HFD, *n* = 5 in TET1^wt/wt^; *n* = 7 in TET1^−/−^ By using RNA sequencing, hepatic differentially expressed genes (TET1^−/−^ versus TET1^wt/wt^) were determined in the liver samples derived from male TET1^wt/wt^ and TET1^−/−^ mice fed with an HFD for 16 weeks. (**F**) A volcano plot of DEGs exhibits significantly downregulated genes which include CD36 in TET1 KO mice on the left-hand side. (**G**) Top altered 50 genes including CD36 and Igfbp2 were listed in a heat map. The gene set enrichment analysis using GO term revealed significantly (**H**) upregulated and (**I**) downregulated pathways in TET1^wt/wt^ mice. Pathways involved in lipid metabolism were highly downregulated in TET1^−/−^ mice. Data are presented as mean ± S.D. in (**B–D**), and (**E**). *P* values were determined using unpaired two-tailed Student’s T test. Exact *p* values were as indicated. Source data are available online for this figure.

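Over-representation was tested for 845 Reactome sets of 10 to 500 tested genes, separately for genes higher and lower in TET1 KO livers, against the 4654 tested genes found in any set (one-sided Fisher's exact test with Benjamini-Hochberg adjustment). Among the 69 lower genes found in Reactome, 4 sets had an adjusted p under 0.05. Biological oxidations held 12 of them where 2.19 were expected (adjusted p = 0.00107), Phase II conjugation held 7 where 0.919 were expected (adjusted p = 0.009), Glutathione conjugation held 5 where 0.386 were expected (adjusted p = 0.009), and Metabolism of lipids and lipoproteins held 17 where 6.27 were expected (adjusted p = 0.0211). Among the 40 higher genes, 0 sets had an adjusted p under 0.05 and 32 had an unadjusted p under 0.05. With DESeq2's calls, 20 sets of higher genes and 7 sets of lower genes passed. No set of lower genes passed without WT replicate 1, without WT replicate 2 or without TET1 KO replicate 1, 2 or 3, and 11 passed without WT replicate 3.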

### TET1 promotes free fatty acid uptake in hepatocytes by upregulating CD36

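Cd36 and Igfbp2 were measured in every liver at levels far above the floor. Cd36, the fatty acid translocase (ENSMUSG00000002944, chromosome 5 of NCBIM37 from 17287508 to 17394777, minus strand), fell from 155 ± 46.6 CPM (SD, n = 3) in WT livers to 19.9 ± 8.57 CPM (SD, n = 4) in TET1 KO livers. Its log2 fold change was -2.97 (standard error 0.34, adjusted p = 0.00346 from edgeR's quasi-likelihood test). Igfbp2 (ENSMUSG00000039323, chromosome 1 of NCBIM37 from 72871077 to 72899048, plus strand), which encodes an insulin-like growth factor binding protein, rose from 88.7 ± 21.6 CPM (SD, n = 3) to 421 ± 54.4 CPM (SD, n = 4). For both genes every TET1 KO liver lay on one side of every WT liver (exact two-sided permutation test, p = 0.0286). Relative to the WT mean, TMM-normalized Igfbp2 was 4.75 ± 0.613 (SD, n = 4) and Cd36 was 0.128 ± 0.0552 (SD, n = 4) in TET1 KO livers. Without normalization the counts gave 4.17 ± 1.02 (SD, n = 4) and 0.109 ± 0.0606 (SD, n = 4), and the paper's source data for Fig. 4A,B give means of 4.17 and 0.109. With each mouse left out in turn, the log2 fold change stayed between -3.22 and -2.72 for Cd36 and between 2.08 and 2.42 for Igfbp2, and the adjusted p stayed at or below 0.0288 and 0.0116. Ordered by p over all tested genes, Igfbp2 was at rank 2 and Cd36 at rank 13. Among genes within the limits on fold change Cd36 was at rank 9, and in DESeq2 it was at rank 6.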

Among the most significantly affected top 10 DEGs, CD36 and IGFBP2 are highly associated with MASLD development (Hedbacker et al, 2010; Wilson et al, 2016) (Fig. 4A,B). To validate if TET1 modulates these genes in hepatocytes directly, we knocked down TET1 in human hepatocytes using two different TET1 shRNAs. Decreased TET1 mRNA and protein expression levels were confirmed in hepatocytes treated with TET1 shRNAs (Fig. 4C,D). Besides, the functional impacts of TET1 knockdown on 5hmC were validated as 5hmC levels were reduced in TET1 knockdown hepatocytes (Fig. 4E,F). Consistently, TET1 deficiency promoted IGFBP2 but suppressed CD36 expression (Fig. 4G,H). Knockdown of TET1 reduced oleic acid uptake in human hepatocytes as evidenced with reduced lipid content using the Oil Red O staining (Fig. 4I,J). To further validate the impacts of TET1 on fatty acid uptake, we challenged these hepatocytes with a fatty acid-conjugated fluorescent. TET1 deficiency suppressed fatty acid uptake since TET1 knockdown reduced fluorescence intensity (Fig. 4K,L). In line with these findings, activating TET1 with its agonist-2-oxoglutarate enhanced fatty acid uptake; whereas targeting TET1 with the TET1 inhibitor-UC514321 suppressed it (Fig. 4M,N). Although both IGFBP2 and CD36 are involved in MASLD, the major function of CD36 is highly involved in fatty acid uptake (Pepino et al, 2014). Besides, recent studies have suggested the positive correlation of IGFBP2 and advanced MASLD, fibrosis (Luo et al, 2021; Sveinbjornsson et al, 2022). Under these circumstances, we decided to investigate if the TET1-mediated fatty acid uptake is through CD36 and how TET1 modulates CD36. We re-expressed CD36 in TET1 knockdown human hepatocytes (Fig. 4O) and repeated the fatty acid uptake experiments. As shown, re-expressing CD36 in TET1 knockdown hepatocytes significantly rescued the impact of TET1 deficiency on fatty acid uptake (Fig. 4P,Q). These findings suggested that the TET1-mediated CD36 in hepatocytes plays a boosting role in the upregulation of fatty acid uptake, likely contributing to MASLD progression.

**Figure 4:**
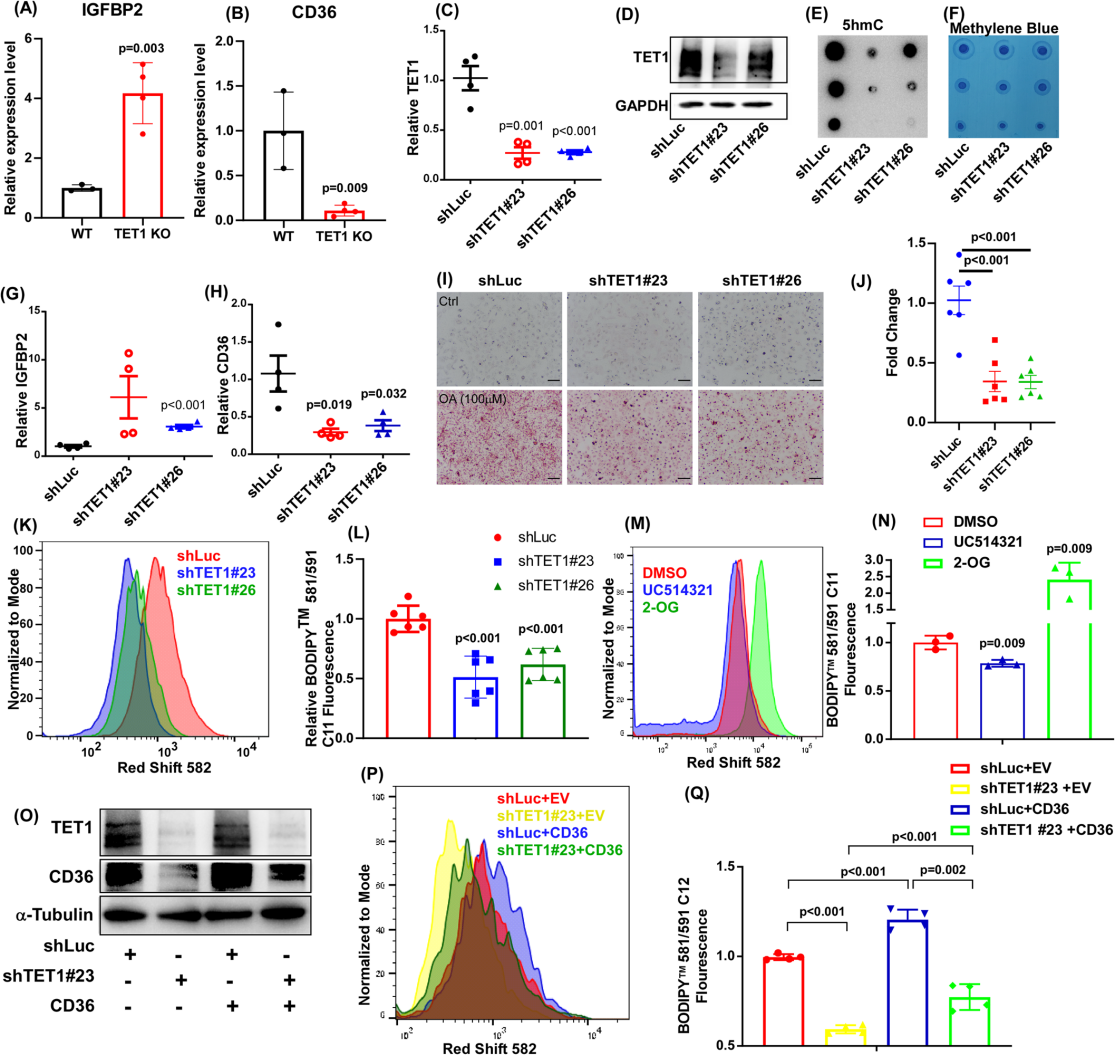
CD36 is involved in the TET1-mediated free fatty acid uptake. (**A**) IGFBP2 and (**B**) CD36 genes were examined in the liver samples of TET1^wt/wt^ and TET1^−/−^ mice fed with an HFD, *n* = 3 in WT; *n* = 4 in TET1 KO for (**A**) and (**B, C**) TET1 mRNA, (**D**) protein, (**E**) 5hmC formation, (**F**) methylene blue, (**G**) IGFBP2, (**H**) CD36 were determined in shRNA-luciferase (shLuc), shRNA-TET1#23 (shTET1#23), and shRNA-TET1#26 (shTET1#26) treated human hepatocytes, *n* = 4 in shLuc, shTET1#23, and shTET1#26 for (**C, G**), and (**H**). (**I**) The representative Oil Red O staining images of shLuc, shTET1#23, and shTET1#26 human hepatocytes treated with 100 µM oleic acid (OA) for 24 h. All scale bar indicate 50 µM. (**J**) Semi-quantification results of Oil Red O staining, *n* = 6 for all groups in (**J, K**) The representative flow cytometry images of free fatty acid uptake were shown for shLuc, shTET1#23, and shTET1#26 human hepatocytes. (**L**) Quantification results of (**K**), *n* = 6 for all groups in (**L, M**) The representative images of free fatty acid uptake in human hepatocytes treated with 200 µM 2-oxoglutarate or 5 µM UC514321 for 48 h. (**N**) Quantification results of (M), *n* = 3 for all groups in (**N, O**) The protein expression levels of TET1, CD36, and α-tubulin were determined in human hepatocytes treated with shLuc + empty vector, shLuc + CD36, shTET1#23 + empty vector, shTET1#23 + CD36. (**P**) The representative images and (**Q**) quantification results of free fatty acid uptake were shown for these cells, *n* = 4 for all groups in (**Q**) Data are presented as mean ± S.D. in (**A, B, C, G, H, J, L, N**), and (**Q**). *P* values were determined using unpaired two-tailed Student’s T test. Exact *p* values were as indicated. Source data are available online for this figure.

### CD36 is regulated by the TET1-mediated DNA demethylation control

It has been previously suggested that the transcriptional control of CD36 is regulated by the promoters and several enhancers (Mikkelsen et al, 2010). To determine whether TET1 promotes CD36 through affecting transcriptional regulation, we specifically investigated TET1 binding to these regions by retrieving three TET1 chromatin immunoprecipitation sequencing (ChIP-Seq) datasets using mouse samples, including GSE140999, GSE26832, and GSM611192. It was found that TET1 bound to the protein coding region, promoter region (P), enhancer 2 (E2), E3, E4, E5, and E7 regions, when compared the results of wildtype (WT) mice to the input positive and IgG negative controls (Fig. 5A,B). To further exclude TET1 false positive bindings, we analyzed the ChIP-Seq data (GSE26832) derived from WT and TET1 KO mice. We also analyzed the ChIP-Seq data (GSM611192) generated using N and C terminal antibodies in TET1-control (CTRL) and TET1-knockdown (TET1 KD) treated mouse cells. We found that the TET1 binding peaks at E3 and E5 regions are reduced in TET1 KO mice. Besides, TET1 binding peaks at E5 and E7 were decreased in TET1 KD cells compared to the CTRL ones (Fig. 5C,D). These findings suggested the importance of P, E2, E3, E4, E5, and E7 in TET1-mediated CD36 regulation. In addition, TET1 likely has more impacts on the E3, E5, and E7 regulation on CD36 transcription than the other regions. Thus, we further investigated whether overexpression of TET1 enhances the transcriptional activation of CD36 P, E2, E3, E4, E5, and E7 by using two sets of TET1 overexpression systems (pcDNA3-TET1 from mouse and pIRES-II-GFP-TET1 from human). Indeed, overexpression of TET1 promoted the transactivation of CD36 P, E3, E4, E5, and E7 (Fig. 5E). Consistent to the ChIP-Seq analysis, overexpression of TET1 specifically and robustly enhanced the transactivation of CD36 E3, E5, and E7. To further determine if these regulations are dependent on TET1 catalytic activity, we overexpressed vector control, TET1, TET1 with catalytic domain dead mutation (TET1-Mut), and TET1 catalytic domain only (TET1-CD) in combination with CD36 P, E3, E5, and E7-luciferaase. Interestingly, both TET1 and TET1-CD could promote CD36 P, E3, E5, and E7 transactivation but not TET1-mut (Fig. 5F). Further, treating human hepatocytes with the DNA methylation inhibitor-5-Azacytidine (5-Aza) could reverse the suppressive effects of TET1 knockdown on CD36 expression (Fig. 5G). These results demonstrated that TET1 upregulates CD36 expression through enhancing transcriptional activation control likely via promoting DNA demethylation.

**Figure 5:**
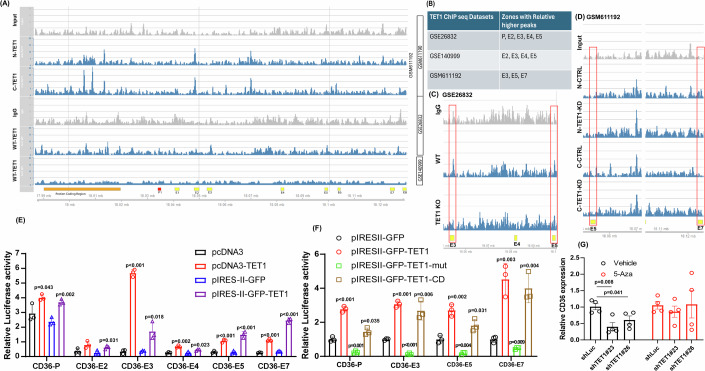
CD36 is transcriptionally regulated by TET1 through DNA methylation control. (**A**) The representative histograms of TET1 ChIP bindings to the CD36 gene in three datasets, including GSE26832, GSE140999, and GSM611192. (**B**) Summary of the TET1 binding sites on CD36 promoter (P) and enhancers. (**C**) The TET1 binding peaks were reduced in enhancer 3 (E3) and E5 of TET1 KO samples derived from the GSE26832 dataset. (**D**) The TET1 binding peaks of E5 and E7 were decreased in TET1 knockdown (KD) cells compared to the control (CTRL) ones derived from the GSM611192 dataset. (**E**) The relative luciferase activities of CD36-P, E2, E3, E4, E5, and E7 were determined in human cells treated as indicated for 24 h, *n* = 3 for all groups (**F**) Relative luciferase activities of CD36-P, E3, E5, and E7 were examined in human cells transfected with pIRESII-GFP control vector, pIRESII-GFP-TET1, pIRESII-GFP-TET1-mut (with catalytic domain mutation), pIRESII-GFP-TET1-CD (with TET1 catalytic domain only) for 24 h, *n* = 3 for all groups. (**G**) Relative CD36 mRNA expression levels were determined in human hepatocytes manipulated with shLuc, shTET1#23, and shTET1#26 in the presence of DMSO or 10 μM 5-Azacytidine (5-Aza) for 48 h, *n* = 4 for all groups. Data are presented as mean ± S.D. in (**E, F**), and (**G**). *P* values were determined using unpaired two-tailed Student’s T test. Exact *p* values were as indicated. Source data are available online for this figure.

### Depleting hepatic TET1 alleviates MASLD progression

To further determine the impact of hepatic TET1 on MASLD progression, we generated a novel mouse strain of TET1 LKO by breeding the floxed TET1 mice with albumin promoter driven Cre ones. As shown, depleting TET1 in the liver resulted in reduced 5hmC formation, but it did not significantly affect mouse BW compared to the littermate controls (Appendix Fig. S7A,B). Neither LW/BW nor liver functions were impacted by specifically knocking out hepatic TET1 in the mice fed with an NC diet (Appendix Fig. S7C,D). Interestingly, deleting hepatic TET1 reduced hepatic cholesterols and triglycerides without significantly affecting serum cholesterols and triglycerides in these mice fed with an NC diet (Appendix Fig. S7E–H). Given these findings, we then challenged control and TET1-LKO mice with an HFD for 16 weeks. Similar to the whole body TET1 KO mice, knocking out hepatic TET1 significantly inhibited BW, LW, LW/BW, but not food consumption, glucose, FW, and FW/BW in mice fed with an HFD. Interestingly, insulin is slightly reduced in TET1 LKO mice (Fig. 6A–D; Appendix Fig. S8A–E). The ALT liver functional assay suggested that hepatic TET1 deletion alleviates MASLD progression (Fig. 6E). Histological and biochemical results show that hepatic and serum cholesterols were reduced in TET1-LKO mice (Fig. 6F–J). Interestingly, hepatic TET1 deletion only suppressed CD36 expression but had no significant impacts on IGFBP2 in mice fed with an HFD (Fig. 6K), further supporting that the TET1-mediated CD36 expression is in hepatocytes. As one of the major CD36 functions is involved in free fatty acid uptake and it has been previously suggested that Pparα and HNF4α act as free fatty acid sensors in the liver (Fougerat et al, 2022; Simcox et al, 2017), we also examined Pparα, Hnf4α, and their downstream target genes. In line with the previous studies, several Ppara and Hnf4a downstream targets were decreased in TET1-LKO mice (Appendix Fig. S9A,B). The expression profiles of TETs also excluded the compensated effects of TET2 and TET3 in hepatic TET1 deletion mice (Fig. 6L). Therefore, these findings indicate the deleterious role of hepatic TET1 in MASLD progression.

**Figure 6:**
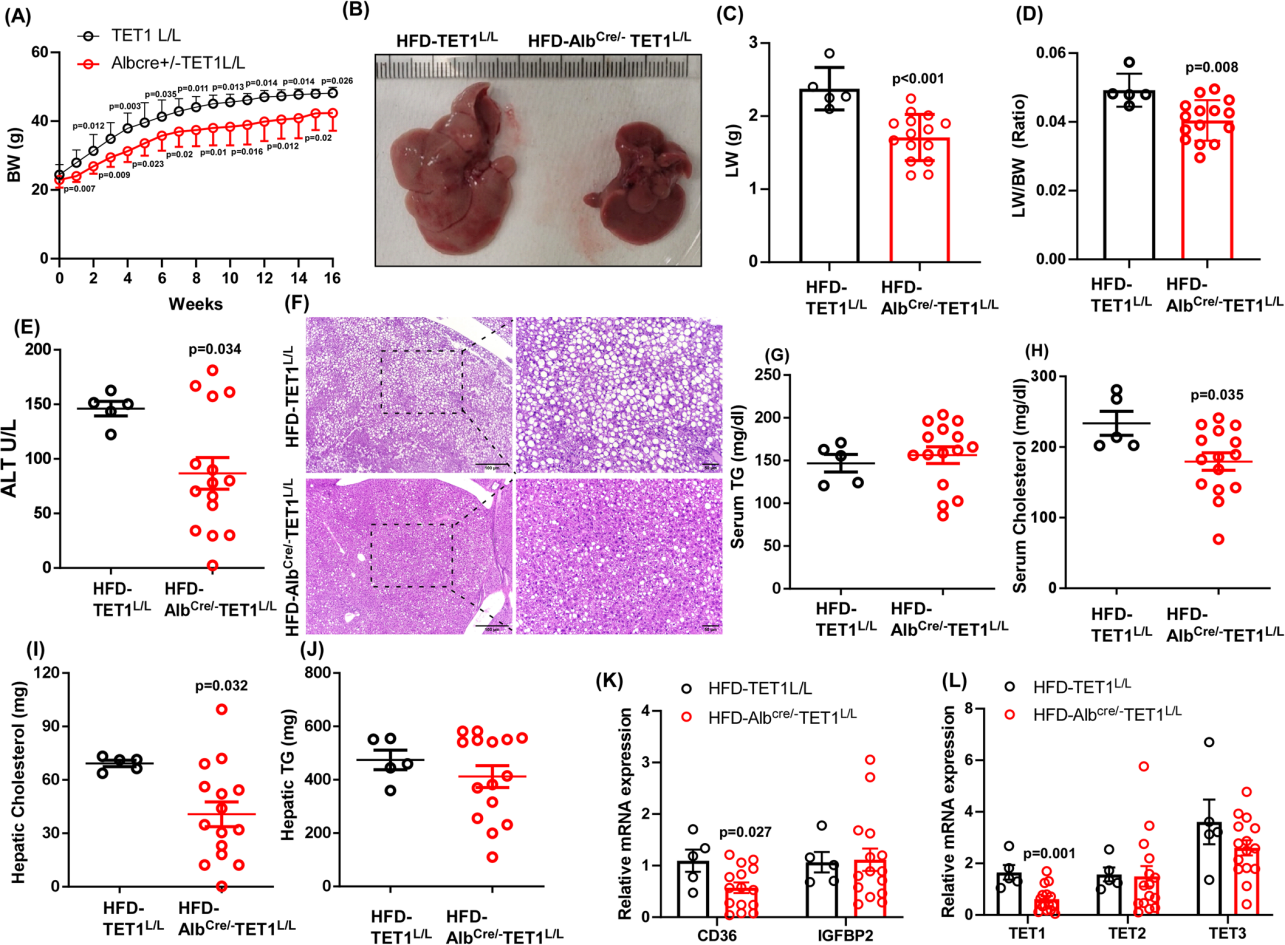
Liver specific KO inhibited MASLD progression. (**A**) The weekly BW of male TET1^L/L^ and Alb^Cre/-^ TET1^L/L^ mice fed with an HFD for 16 weeks. (**B**) The representative gross liver images of these experimental mice. (**C**) LW, (**D**) LW/BW, and (**E**) ALT were determined in these mice. (**F**) The representative H&E images of the liver samples derived from these experimental mice. Left panel: Scale bars indicate 100 µm. Right panel: Scale bars indicate 50 µm. (**G**) Serum TG, (**H**) serum cholesterols, (**I**) hepatic cholesterols, and (**J**) hepatic TG were examined in these mice. Relative hepatic mRNA expression levels of (**K**) CD36, IGFBP2, (**L**) TET1, TET2, and TET3 were determined in these mice. Data are presented as mean ± S.D. in (**A, C, D, E, G–K**), and (**L**). *P* values were determined using unpaired two-tailed Student’s T test, *n* = 5 in TET1^L/L^; *n* = 15 in Alb^Cre/-^TET1^L/L^ for (**A, C, D, E, G–K**), and (**L**). Exact *p* values were as indicated. Source data are available online for this figure.

### Targeting TET1 leads to improvement of steatosis in mice fed with an HFD

To investigate if targeting TET1 with a small molecule inhibitor can alleviate MASLD progression, we challenged MASLD mice with a TET1 inhibitor (TET1 i) (Jiang et al, 2017), UC514321, for 8 weeks (Fig. 7A). The TET1 i treatment significantly reduced BW gain, LW, and LW/BW in MASLD mice compared to the control group treated with vehicle solution (Fig. 7B–D). However, FW and FW/BW were not significantly changed between these two groups (Fig. 7E,F). Histological analysis revealed decreased hepatic steatosis in the TET1 i treated group (Fig. 7G). The results of serum and hepatic lipid profiles demonstrated that TET1 i treatment downregulated serum and hepatic TG levels in MASLD mice (Fig. 7H–K). Besides, TET1 i suppressed CD36 mRNA expression in MASLD mice (Fig. 7L). Furthermore, TET1 i significantly inhibited TET1 and CD36 protein expression levels (Fig. 7M,N), strongly supporting the TET1 i-mediated CD36 downregulation contributing to the improved MASLD phenotypes. Taken together, targeting TET1 with a small molecule inhibitor suppressed MASLD progression by reducing lipid deposition in the liver through downregulating CD36 expression.

**Figure 7:**
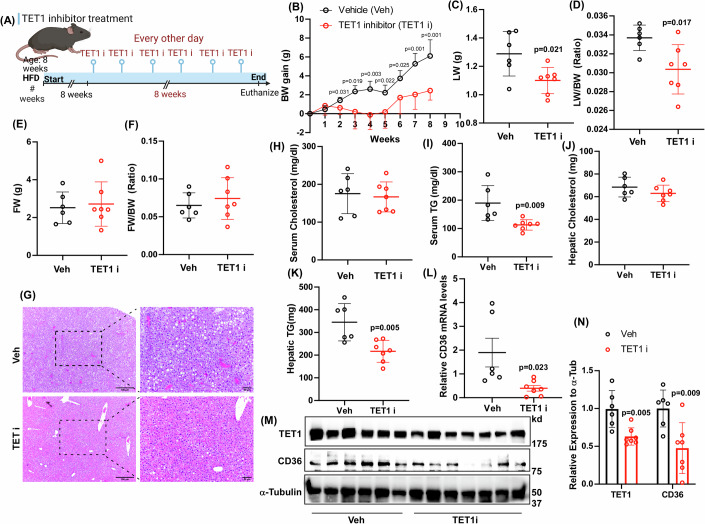
Targeting TET1 with a small molecule inhibitor ameliorated MASLD progression. (**A**) The experimental scheme of TET1 inhibitor (TET1 i) treatment. (**B**) BW gains were measured in male C57BL/6J mice fed with an HFD and treated with a TET1 i (2.5 mg/kg UC514321) for 8 weeks. (**C**) LW, (**D**) LW/BW, (**E**) FW, (**F**) and FW/BW were determined in these mice. (**G**) The representative liver gross images of these experimental mice. Left panel: Scale bars indicate 100 µm, right panel: Scale bars indicate 50 µm. (**H**) Serum cholesterols, (**I**) serum TG, (**J**) hepatic cholesterol, and (**K**) hepatic TG in these mice. (**L**) The CD36 mRNA levels were examined in these mice. (**M**) TET1, CD36, and a-tubulin protein levels were examined in these mice. (**N**) Semi-quantification of TET1 and CD36 protein expression. Data are presented as mean ± S.D. in (**B–F, H–L**), and (**N**). *P* values were determined using unpaired two-tailed Student’s T test, *n* = 6 in Veh; *n* = 7 in TET1 i for (**B–F, H–L**), and (**N**). Exact *p* values were as indicated. Source data are available online for this figure.

## Discussion

We elucidated for the first time that liver TET1 plays a deleterious role in MASLD progression. Moreover, we authenticated the impacts of whole body TET1 KO on suppressing MASLD progression using two different strategies. We also revealed the novel regulation of TET1 in free fatty acid uptake by transcriptionally upregulating CD36 through DNA demethylation control. More importantly, we determined that targeting TET1 with a small molecule inhibitor alleviated MASLD progression.

It has been previously demonstrated that cytoplasmic 5hmC is decreased in human MASLD samples (Pirola et al, 2015). Under these circumstances, DNA methylation should be elevated in MASLD patients as we observed in the preclinical MASLD model. Unexpectedly, liver 5mC levels are decreased in human MASLD and correlated with disease progression (Lai et al, 2020). This discrepancy is likely due to elevated alpha-ketoglutarate in human MASLD patients (Rodriguez-Gallego et al, 2015). Interestingly, the study aiming at clarifying post-natal DNA methylation change revealed that inducing hepatic TET2 and TET3 double KO post-natal day 1 would result in MASLD spontaneously. But, these changes were not observed in those mice with hepatic TET2 and TET3 double KO induced post-natal week 3 (Reizel et al, 2018). Consistent with the previous findings, the protective role of TET2 in MASLD has been recently validated (Wang et al, 2023). Although the study also performed TET1 and TET3 knockdown experiments in mice, the authors focused on hepatic TET2 knockdown on MASLD given the robust increase of triglycerides in TET2 knockdown mice (Wang et al, 2023). More recently, a study investigated the role of TET3 in MASLD progression and suggested its harmful role in MASLD associated fibrosis (Sun et al, 2024). Indeed, the deleterious role of TET3 in liver fibrosis has been suggested before (Xu et al, 2020). For the impacts of TET1 on MASLD progression, it has been suggested that depleting adipocyte TET1 protects mice from MASLD through suppressing obesity and insulin resistance (Damal Villivalam et al, 2020). The role of hepatic TET1 has been studied in glucose homeostasis by using whole body TET1 heterozygous KO mice. It was found that TET1 heterozygous deletion improved glucose and insulin tolerance despite that TET1 deficiency disrupted glucose metabolism (Zhang et al, 2021). In contrast, a study found that whole body TET1 KO promoted MASLD progression (Wang et al, 2020). Intriguingly, we used two whole body TET1 KO strategies and demonstrated that TET1 KO protects mice from MASLD progression. The possible explanation for this discrepancy is likely attributed to the transgenerational epigenetic inheritance given that TET1 KO would result in DNA methylation epigenetic changes (Fitz-James and Cavalli, 2022). Nevertheless, the impacts of liver TET1 on MASLD progression remain unclear. To fill the knowledge gap, our study revealed that liver specific TET1 KO suppressed MASLD progression

We systemically examined the DEGs in WT and TET1 KO liver samples and revealed that the most significant altered genes are related to lipid metabolic, fatty acid metabolic, and cellular lipid metabolic processes. Indeed, we found that hepatic and serum cholesterols were reduced in TET1 KO and TET1-LKO HFD mice. 

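The gene with the smallest p of all tested genes was Tceal8 (ENSMUSG00000051579), which fell from 54.5 ± 6.48 CPM (SD, n = 3) in WT livers to 10.8 ± 1.98 CPM (SD, n = 4) in TET1 KO livers. Its log2 fold change was -2.34 (standard error 0.17, adjusted p = 0.000495 from edgeR's quasi-likelihood test). Besides Tceal8 and Vnn1, the lower genes with the smallest p were Rad51b, Tdg and 9130409I23Rik, with log2 fold changes of -2.47, -2.20 and -2.32 and edgeR adjusted p-values of 0.00116, 0.00191 and 0.00267. Besides Igfbp2, the higher genes with the smallest p were Gm15446, Adgrf1, Cyp2c54 and Susd4. Cyp2c54, a member of a gene family whose close copies may have shared reads, and Susd4 had log2 fold changes of 1.83 and 1.75, with edgeR adjusted p-values of 0.00343 and 0.00346. Of these genes, which are the 5 per direction with the smallest p, Vnn1 belonged to the lists of lipid genes tested. Mogat1 of the same lists came next, at rank 8 over both directions, and Cd36 had a smaller p than Susd4.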

Hepatic triglycerides decreased in TET1 KO HFD mice as well. Interestingly, we observed that visceral FW and FW/BW are increased in TET1 KO mice, contrasting the adipocyte TET1 KO mouse data (Damal Villivalam et al, 2020). However, visceral FW and FW/BW were not increased in TET1-LKO HFD mice compared to the control ones. 

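Pparg (ENSMUSG00000000440, chromosome 6 of NCBIM37 from 115311239 to 115440419, plus strand) fell from 13.5 ± 4.77 CPM (SD, n = 3) in WT livers to 4.38 ± 1.49 CPM (SD, n = 4) in TET1 KO livers. The log2 fold change was -1.63 (standard error 0.31, adjusted p = 0.0265 from edgeR's quasi-likelihood test), and every TET1 KO liver lay below every WT liver. The adjusted p rose to 0.0549 without WT replicate 1, to 0.149 without WT replicate 2 and to 0.0786 without TET1 KO replicate 3, and was as low as 4.85e-05 in DESeq2. The fold change stayed between -1.91 and -1.44 over the 7 fits that each left out one mouse.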

The possible explanation for this discrepancy could be that one of the downregulated DEGs in TET1 KO HFD mice is peroxisome proliferator activated receptor gamma (PPARγ). Liver specific PPARγ deletion improved fatty liver but increased fat weights in leptin deficient mice(Matsusue et al, 2003). High energy expenditure and thermogenesis in TET1 KO mice might not fully explain these inconsistent findings since visceral FW and FW/BW are increased in these mice. Another potential explanation is that TET1 is required for the intestinal stem cell self-renewal and differentiation (Kim et al, 2016), both of which are important in mediating lipid homeostasis (Ko et al, 2020). Thus, TET1 KO mice have impaired intestinal function which results in abnormal lipid homeostasis, leading to lipid storage in adipocytes. Given the complexity of organ cross talk in lipid metabolism, the role of TET1 in intestinal epithelial cell in MASLD warrant further investigation.

It has been described that CD36 hypomethylation is one of the reasons to cause MASLD progression in adult mice subjected to early life stress challenge (Fu et al, 2023). Besides, DNA hypomethylation of CD36 in primary human hepatocytes have been linked to the valproic acid-induced hepatic steatosis (van Breda et al, 2018). Thus, inducing CD36 DNA hypermethylation may lead to its downregulation, resulting in the improvement of MASLD. Interestingly, TET1 KO and TET1 LKO mice have reduced CD36 expression, indicating the reduced DNA demethylation function of TET1 deficiency likely downregulating CD36 transcriptional activation. Given the consensus that CD36 upregulation is one of the major MASLD drivers (Rada et al, 2020), it would be important to evaluate whether inhibiting TET1 can ameliorate MASLD. Indeed, our in vivo studies demonstrated for the first time that targeting TET1 with a TET1 inhibitor significantly improved MASLD progression in mice.

In conclusion, using two whole body TET1 KO strategies, liver specific TET1 KO mice, and TET1 inhibitor treatment, we determined that suppressing TET1 ameliorated MASLD progression by inhibiting lipid metabolism through reducing fatty acid uptake. Our study clarifies the knowledge gap regarding how the hepatic TET1 is involved in MASLD progression and highlights the potential of targeting TET1 in hepatocytes to alleviate MASLD.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental models**		
C57BL/6J	Jackson lab	Strain #:000664
B6;129S4-Tet1tm1.1Jae/J	Jackson lab	Strain #:017358
B6.Cg-Speer6-ps1Tg(Alb-cre)21Mgn/J	Jackson lab	Strain #:003574
B6N.FVB-Tmem163Tg(ACTB-cre)2Mrt/CjDswJ	Jackson lab	Strain #:019099
TET1 floxed mice	PMID: 26199412, Dr. Anjana Rao	Not applicable
OUMS29	PMID: 11513080	Not applicable
HEK-293T	ATCC	CRL-3216™
**Recombinant DNA**		
shRNA-luciferase	Addgene	#78162
shRNA-TET1#23	Horizon	RHS3979-201792087
shRNA-TER1#26	Horizon	RHS3979-201797038
pcDNA3.1-Flag	Addgene	#208051
pcDNA3-Tet1	Addgene	#60938
p1D4-hrGFP II	Addgene	#71317
pIRES-hrGFP II-mTET1	Addgene	#83569
pIRES-hrGFP II-TET1_CD	Addgene	#83570
pIRES-hrGFP II-TET1	Addgene	#83568
pLenti-III-HA	Applied Biological Materials Inc.	LV587
pLenti-III-HA-CD36	Applied Biological Materials Inc.	155340610295
pGL4.24-Cd36-enhancer2	Addgene	#138574
pGL4.24-Cd36-enhancer3	Addgene	#138575
pGL4.24-Cd36-enhancer4	Addgene	#138576
pGL4.24-Cd36-enhancer5	Addgene	#138577
pGL4.24-Cd36-enhancer7	Addgene	#138579
pGL4.11-Cd36-promoter	Addgene	#138572
**Antibodies**		
TET1 Polyclonal antibody for human (1:1000)	ThermoFisherScientific	PA5-85489
TET1 antibody for mouse (1:1000)	SigmaMillipore	SAB270073
TET2 antibody (1:1000)	Active Motif	61389
TET3 antibody (1:1000)	Genetex	GTX121453
GAPDH antibody (1:100,000)	ABclonal Technology	A19056
Akt antibody (1:1000)	Cell Signaling Technology®	4691S
pAkt antibody (1:1000)	Cell Signaling Technology®	4060S
AMPK antibody (1:1000)	Cell Signaling Technology®	2532S
pAMPK antibody (1:1000)	Cell Signaling Technology®	2535S
PGC1a antibody (1:1000)	Cell Signaling Technology®	2178
a-tublin antibody (1:6000)	ABclonal Technology	A6830
CD36 antibody (1:500)	Proteintech	32181-1-AP
LKB1 antibody (1:1000)	Cell Signaling Technology®	3050S
pLKB1 antibody (1:1000)	Cell Signaling Technology®	3482S
5-methylcytosine antibody (1:1000)	Active Motif	61479
5-hydroxylmethylcytosine antibody (1:10,000)	Active Motif	39769
**Oligonucleotides and other sequence-based reagents**		
Human TET1-Forward (F)	Integrated DNA Technologies	CAGAACCTAAACCACCCGTG
Human TET1-Reverse (R)	Integrated DNA Technologies	TGCTTCGTAGCGCCATTGTAA
Human IGFBP2-F	Integrated DNA Technologies	CAGACGCTACGCTGCTATCC
Human IGFBP2-R	Integrated DNA Technologies	CCCTCAGAGTGGTCGTCATCA
Human CD36-F	Integrated DNA Technologies	GGCTGTGACCGGAACTGTG
Human CD36-R	Integrated DNA Technologies	AGGTCTCCAACTGGCATTAGAA
Mouse Tet1-F	Integrated DNA Technologies	ACACAGTGGTGCTAATGCAG
Mouse Tet1-R	Integrated DNA Technologies	AGCATGAACGGGAGAATCGG
Mouse Tet2-F	Integrated DNA Technologies	AGAGAAGACAATCGAGAAGTCGG
Mouse Tet2-R	Integrated DNA Technologies	CCTTCCGTACTCCCAAACTCAT
Mouse Tet3-F	Integrated DNA Technologies	TGCGATTGTGTCGAACAAATAGT
Mouse Tet3-R	Integrated DNA Technologies	TCCATACCGATCCTCCATGAG
Mouse Cd36-F	Integrated DNA Technologies	CCA GTC GGA GAC ATG CTT ATT
Mouse Cd36-R	Integrated DNA Technologies	GTA CAC AGT GGT GCC TGT T
Mouse Igfbp2-F	Integrated DNA Technologies	TGGAACATCTCTACTCCCTGC
Mouse Igfbp2-R	Integrated DNA Technologies	CTTCCCGGTATTGGGGTTCA
Mouse IGFBP3-F	Integrated DNA Technologies	CCA GGA AAC ATC AGT GAG TCC
Mouse IGFBP3-R	Integrated DNA Technologies	GGA TGG AAC TTG GAA TCG GTC A
Mouse Enho-F	Integrated DNA Technologies	CTC ATC GCC ATC GTC TGC AAT
Mouse Enho-R	Integrated DNA Technologies	GGG ACT GGA TTC CGA GAG AGA
Mouse Eda-F	Integrated DNA Technologies	CAA GGG TCA GCA ATT CAA GTC A
Mouse Eda-R	Integrated DNA Technologies	CAC CTT AGG GTT CAT AGT GAT GC
Mouse HSP90AA1-F	Integrated DNA Technologies	TGT TGC GGT ACT ACA CAT CTG C
Mouse HSP90AA1-R	Integrated DNA Technologies	GTC CTT GGT CTC ACC TGT GAT A
Mouse SLC27A1-F	Integrated DNA Technologies	TCT GTT CTG ATT CGT GTT CGG
Mouse SLC27A1-R	Integrated DNA Technologies	CAG CAT ATA CCA CTA CTG GCG
Mouse HNF4-A-F	Integrated DNA Technologies	GTG GCG AGT CCT TAT GAC ACG
Mouse HNF4-A-R	Integrated DNA Technologies	GCT GTT GGA TGA ATT GAG GTT GG
Mouse PPAR-A-F	Integrated DNA Technologies	TTT CGG CGA ACT ATT CGG CTG
Mouse PPAR-A-R	Integrated DNA Technologies	GGC ATT TGT TCC GGT TCT TCT T
Mouse CPT1b-F	Integrated DNA Technologies	TCT TCT TCC GAC AAA CCC TGA
Mouse CPT1b-R	Integrated DNA Technologies	GAG ACG GAC ACA GAT AGC CC
Mouse CPT1a-F	Integrated DNA Technologies	CTA TGC GCT ACT CGC TGA AGG
Mouse CPT1a-R	Integrated DNA Technologies	GGC TTT CGA CCC GAG AAG A
Mouse CrAT-F	Integrated DNA Technologies	CTC CTG GGC TGG AGT AGA TG
Mouse CrAT-R	Integrated DNA Technologies	TTA CAG AAG GGA CTG GAG CG
Mouse OCTN2-F	Integrated DNA Technologies	AAG ACC TGC AGG AAG CTG AA
Mouse OCTN2-R	Integrated DNA Technologies	TCC TTG TTT TTC GTG GGT GT
Mouse CYP4A10-F	Integrated DNA Technologies	TCC AGC AGT TCC CAT CAC CT
Mouse CYP4A10-R	Integrated DNA Technologies	TTG CTT CCC CAG AAC CAT CT
Mouse CYP4A14-F	Integrated DNA Technologies	TCA GTC TAT TTC TGG TGC TGT TC
Mouse CYP4A14-R	Integrated DNA Technologies	GAG CTC CTT GTC CTT CAG ATG GT
Mouse EHHADH-F	Integrated DNA Technologies	CGT CTC CTC GGT TGG TGT TC
Mouse EHHADH-R	Integrated DNA Technologies	ATT ATC TTC TTT GCA GTA TCT AGC TGC TT
Mouse FGF21-F	Integrated DNA Technologies	AAA GCC TCT AGG TTT CTT TGC CA
Mouse FGF21-R	Integrated DNA Technologies	CCT CAG GAT CAA AGT GAG GCG
**Chemicals, Enzymes and other reagents**		
Mouse Diet, High Fat Fat Calories (60%), Soft Pellets	Bio-Serv	S3282 Pellets
Thermo Scientific Chemicals Methylene Blue, pure, certified	ThermoFisherScientific	A42771AP
Oil Red O	ThermoFisherScientific	AAA1298914
Aspartate Aminotransferase Reagent Kit	ThermoFisherScientific	23-666-121
Alanine Aminotransferase Reagent	ThermoFisherScientific	23-666-089
Pointe Scientific Cholesterol Liquid Reagents	ThermoFisherScientific	23-666-200
Cholesterol Standard	ThermoFisherScientific	SB-1012-030
Pointe Scientific Triglycerides Liquid Reagents	ThermoFisherScientific	23-666-410
BODIPY™ 581/591 C11 (Lipid Peroxidation Sensor)	ThermoFisherScientific	D3861
Oleic acid	MilliporeSigma	O1383-5G
Dimethyl 2-oxoglutarate	MilliporeSigma	13192-04-6
Pointe Scientific Glucose (Hexokinase) Liquid Reagents	ThermoFisherScientific	23-666-278
UC-514321	MedChemExpress	HY-120395
Mouse Insulin ELISA Kit	ThermoFisherScientific	Invitrogen™ EMINS
**Software**		
R-studio	Posit	RStudio 2024.04.1 + 748
GraphPad Prism	Dotmatics	Version 10.4.1

### Animals

All animal studies were performed using male mice. It is well documented that male mice will develop more severe MASLD phenotypes than females. It is unknown whether the findings are relevant for female mice. The mice were housed in the animal facility of Tulane University School of Medicine, maintained under a 12-h light-dark cycle at 22 °C to 25 °C, with free access to standard laboratory mouse food and water. The male TET1 heterozygous KO (B6;129S4-Tet1tm1.1Jae/J) (Dawlaty et al, 2011), albumin Cre (B6.Cg-Speer6-ps1Tg(Alb-cre)21Mgn/J), and β-actin Cre (B6N.FVB-Tmem163Tg(ACTB-cre)2Mrt/CjDswJ) mice were purchased from the Jackson laboratory. The genotyping protocols for these mice were as the Jackson laboratory described, except TET1 KO. The forward and reverse primers used for TET1 wildtype (WT) and KO were GCTTCTCAGACTAGTGCTCTTC and AGAACCATCCAACTCACACTC, respectively. The PCR product sizes of TET1 WT and KO were 592 and 242, respectively. TET1 floxed mice (TET1^L/L^) were kindly provided by Dr. Anjana Rao. The PCR genotyping protocols for floxed and deleted TET1 were performed as previously described (Kang et al, 2015). The floxed TET1, albumin Cre (B6.Cg-Speer6-ps1Tg(Alb-cre)21Mgn/J), and β-actin Cre (B6N.FVB-Tmem163Tg(ACTB-cre)2Mrt/CjDswJ) were generated with C57BL/6J background or backcrossed to C57BL/6J background more than 7 generations according to the original instruction manual. A high fat diet (60% calorie from fat, F3282, Bio-Serv) was used to establish MASLD mouse model. Basically, 8-weeks male mice were fed with the high fat diet (HFD) or normal chow (NC) for 16 weeks before collecting for analysis. For the UC514321 treatment, 8-weeks B6 mice were fed with HFD for 16 weeks and received the dose of 25 μg/kg UC514321 injection every other day during the last 8-weeks of HFD feeding. The same scheme of vehicle control injection was used for the control group. The animal studies were approved by the institutional animal care and use committee at Rhode Island Hospital and Tulane University School of Medicine, respectively. The ARRIVE guidelines were followed for this study.

### 5-hydroxymethylcytosine (5hmC) and 5-methylcytosine (5mC) dot blot assays

Genomic DNA of treated cells was prepared using phenol/chloroform extraction. Basically, cells were lysed with 500 µl DNA lysis buffer (10 mM Tris pH 8.0, 100 mM NaCl, 10 mM EDTA pH 8.0, 0.5% SDS in dH2O) plus 10 µl proteinase K (20 mg/ml) at 55 °C water bath overnight. The lysed cells were mixed with 200 µl solution of phenol:chloroform:isoamyl alcohol (25:24:1 saturated with 10 mM Tris, pH 8.0, 1 mM EDTA), shaked by hands for 3 min, and centrifuged at 14000 rpm for 3 min. 300 µl of supernatant were carefully transferred to a new tube, mixed with 300 µl isopropanol, incubated at room temperature for 20 min, and centrifuged at 12,000 rpm for 10 min. Supernatants were gently discarded without losing DNA. DNA pellets were washed with 1 ml 75% ethanol and centrifuged at 12,000 rpm for 3 min. Discard supernatants and air dry the DNA for 20 min. DNA was dissolved in TE buffer and quantified accordingly. To do 5hmC dot blot assay, DNA was denatured at 100 °C for 10 min and rapidly cooled down on ice before applying to a GeneScreen Plus Hybridization Transfer Membrane (PerkinElmer). 1, 0.5, 0.25 µg of denatured DNA was blotted on a spot of the membrane, air dried for 30 min, and cross-linked with UV light. The membrane was blocked with 5% milk prepared in TBST at room temperature for 1 h and incubated with the 5hmC antibody (ActiveMotif) prepared in TBST (1:10,000 dilution) at 4 °C overnight. The membrane was washed with TBST for 5 min 3 times and then incubated with goat anti-rabbit antibody conjugated with HRP (1:10,000 dilution) for 1 h. The membrane was washed with TBST 10 min for 5 times and incubated with SuperSignal™ West Dura Extended Duration Substrate (Thermo Fisher Scientific). The images were taken using a Bio-Rad gel image system. 5hmC quantification was done using the image J software (NIH). For 5mC dot blot assay, it was performed using the same method except that the 5mC antibody (ActiveMotif) was used for overnight incubation.

For methylene blue staining, 1, 0.5, 0.25 µg of non-denatured DNA was blotted on a new membrane, air dried for 30 min, and fixed with the UV light. The membrane was stained with methylene staining solution (0.1% methylene in 0.5 M sodium acetate, pH 5.2) for 15 min. The membrane was washed in deionized H_2_O for 3 min 5 times. Images were taken and quantified as 5hmC ones.

### Free fatty acid uptake

The 1 × 10^5^ OUMS29 cells treated as described accordingly were sub-cultured in 60 mm cell culture dish with 6 ml complete culture medium. One dish was labeled as the control group without staining. 24 h later, 6 μL of 1 mM BODIPY-C12 stock solution were added to the culture dish, mixed well by shaking/rocking the plates, and incubated with cells for 20 min in the cell culture incubator. After incubation, the cell culture medium containing suspended cells were transferred to a 15 mL tubes. The attached cells were washed with 2 mL PBS, but the PBS supernatants were collected in the same 15 mL tubes. Then, cells were trypsinzed using 2 ml trypsin. 2 ml cell culture medium were used to neutralize trypsin. All detached cells were collected in the same 15 mL tubes and centrifuged at 220 × *g* for 5 min. Supernatants were discarded and cell pellets were washed using 2 mL PBS for 3 times. After that, cells were resuspended with 500 μL PBS. Cells were transferred to a 5 ml polystyrene round bottom tube a with a cell strainer cap and centrifuged at 220 × *g* for 4 min to remove cell aggregates. Cells were subjected to the flow cytometry analysis according to the BODIPY-C12 instruction manual (D3822, ThermoFisher Scientific, Waltham, MA). The collected flow cytometry data were then analyzed using the FlowJo software (Ashland, OR).

### RNA sequencing (RNA-Seq)

The mRNA sequencing was performed using the ArraryStar service. 10 micrograms of mRNA samples were collected and shipped to the ArrayStar for sequencing experiments.

RNA-seq data were loaded using the readxl package in R studio which included gene expression levels, log2 fold change (log2FoldChange), and adjusted *p*-values (p-adj). 

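The limits on the log2 fold change removed 25 of the 298 genes with an adjusted p under 0.05, 12 of them higher and 13 lower in TET1 KO livers. Gm15446, which rose from 0.159 ± 0.208 CPM (SD, n = 3) to 7.37 ± 1.20 CPM (SD, n = 4), was among those removed, as were Adgrf1 and the lipid genes Mogat1 and Vnn1. At an adjusted p under 0.1 within the limits, 826 genes were higher and 812 were lower.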

Differentially expressed genes (DEGs) were identified using thresholds of p-adj < 0.05 and log2FoldChange between −3 and 3 based on biological relevance and statistical consideration and then top 50 DEGs were selected. DEGs were categorized as upregulated or downregulated in TET1 KO mice compared to the WT ones based on the significance and their log2FoldChange values. Genes with log2FoldChange > 0 were labeled as “Upregulated in TET1 KO,” while those with log2FoldChange < 0 were labeled as “Downregulated in TET1 KO”. A heatmap was generated to visualize the expression patterns of the top 50 DEGs across samples. Count data for the selected genes were extracted and converted into a matrix. Samples were reordered so that WT samples appeared on the left and TET1 KO samples on the right. The heatmap was generated using the pheatmap package, with rows (genes) scaled and hierarchical clustering applied to both rows and columns. Sample annotations were added to distinguish between WT and TET1 KO conditions. 

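Of the 20 genes named on the volcano plot (Fig. 3F), all were tested and 18 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. The other two, Gm38416 and Gm44005, had adjusted p-values of 0.0612 and 0.0795. Gm44005 was at 28.0 CPM in TET1 KO replicate 1 and at no more than 6.20 CPM in the other TET1 KO livers. With DESeq2 all 20 had an adjusted p under 0.05. Of the 50 genes of the heat map (Fig. 3G), 48 were tested and 34 had an edgeR adjusted p under 0.05, 11 of them higher and 23 lower in TET1 KO livers.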

A volcano plot was created to visualize the distribution of all genes, highlighting the top 50 DEGs. The x-axis represented log2FoldChange (TET1 KO vs WT), and the y-axis represented −log10(p-adj). All genes were plotted as gray points, while the top 500 was highlighted as orange and the top 50 DEGs regulated genes were highlighted in red. Gene symbols for the top 10 DEGs (upregulated and downregulated each) were labeled on the plot. Gene Ontology (GO) enrichment analysis was performed separately for upregulated and downregulated genes using the clusterProfiler package. Gene symbols were converted to Entrez IDs using the org.Mm.eg.db database. Enriched GO terms were identified for the Biological Process (BP) ontology, with significant thresholds of indicated *p*-values. Redundant GO terms were simplified to improve interpretability.

### Lipidomic data analysis

The lipidomic analysis was performed via LIPEA (Lipid Pathway Enrichment Analysis) and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis tools. Processed lipid data, including lipid species and their corresponding fold changes, was fed into the LIPEA tool. The top enriched pathways were identified based on statistical significance (*p*-value < 0.05), and the highly enriched pathways were further filtered and validated using the KEGG pathway database. This approach allowed for the identification of key lipid metabolic pathways, which were significantly altered in the TET1 LKO and TET1 KO groups compared to WT.

### ChIP analysis

The computational analysis was conducted within the R-studio environment (R version 4.4.0), integrating GEO datasets “GSE26832 (Wu et al, 2011)”, “GSE140999 (Huang et al, 2020)”, and “GSM611192 (Williams et al, 2011)”. The base script provided by Bioconductor was followed with necessary modifications. Specifically, the chipseq library facilitated ChIP-seq analysis by tiling the mouse genome (assembly mm9) into bins ranging from 200 bp to 400 bp, utilizing the strand information object (si). The regulatory architecture of the CD36 gene was delineated by annotating promoter and enhancer regions using the Gviz library. Additionally, the Gviz and biomaRt libraries were employed to annotate and align with the CD36 gene, through connection to the Ensembl database. The results were presented by plotting the histogram.

### Luciferase assay

Luciferase analysis was performed as previously described (Huang et al, 2013). The luciferase plasmids of pGL4.11-Cd36-promoter, pGL4.24-Cd36-enhancer1, 2, 3, 4, 5, 6, 7, and 8 were gifts from Lora Hooper (Kuang et al, 2019) (Addgene plasmid # 138572, 138573, 138574, 138575, 138576, 138577, 138578, 138579, and 138580). pcDNA3-Tet1 was a gift from Yi Zhang (Wang and Zhang, 2014) (Addgene plasmid # 60938). pIRES-hrGFP II-TET1 was a gift from Jean-Pierre Issa (Jin et al, 2014) (Addgene plasmid # 83568).

### Cell culture

Immortalized human hepatocytes, OUMS29 cells (Huang et al, 2015) were grown in Dulbecco’s modified Eagle medium with 10% fetal bovine serum (Gibco), 2 mM L-glutamine (Gibco), and Penicillin-Streptomycin (100 U/mL) (Lonza). TET1 knockdown OUMS29 cells were generated using a lentiviral transduction strategy as previously described (Bai et al, 2021). Cells were tested negative for mycoplasma contamination and authenticated.

### Immunoblot analysis

Immunoblot (IB) was performed as previously described (Huang et al, 2015). 50 micrograms of total protein lysates were used for all IB experiments. Specific antibodies were used to incubate with the target proteins blotted on the Polyvinylidene fluoride (PVDF) membrane at 4 °C overnight. The secondary antibodies, either anti-rabbit (PI-1000-1, Vector Lab) or anti-mouse (PI-2000-1, Vector Lab), conjugated with peroxidase were used to incubate with the PVDF membrane at room temperature for 1 h. Then, the membrane was washed with 1X Tris-Buffered Saline containing 0.05% Tween® 20 (TBST) for 5 min 3 times. After that, the membrane was incubated with the SuperSignal™ West Dura Extended Duration Substrate (#34076, ThermoScientific) and imaged using the ChemiDoc system (Bio-Rad).

### Liver functional assay

The Alanine aminotransferase (ALT) and aspartate aminotransferase (AST) were determined for liver functions by using the AST and ALT kits as previously described (Nagaoka et al, 2020).

### Cholesterol, triglyceride, and glucose analysis

Mouse serum samples were collected at the end of 16-week HFD feeding without fasting. The liver tissue lysates were prepared using the RIPA buffer without adding proteinase and phosphatase inhibitors. Cholesterol and triglyceride levels were determined in mouse serum samples and 50 microgram liver tissue lysates using the assay kits as previously described (Nagaoka et al, 2020). Glucose levels were determined in mouse serum samples using the Pointe Scientific Glucose (Hexokinase) Liquid Reagents (23-666-278).

### Histological assays

The paraffin-embedded liver tissue slides were deparaffined, rehydrated, and subjected to the hematoxylin and eosin (H&E) staining. For the Oil Red O staining, it was performed using frozen liver tissue sections and the Oil Red Stain kit (ab150678, Abcam).

### Oil Red O staining

Cells were cultured to the desired confluence in Dulbecco’s modified Eagle medium (DMEM). Prior to staining, the medium was aspirated, and the cells were washed with phosphate-buffered saline (PBS). The cells were then fixed with 10% formalin for 15 min at room temperature. After fixation, they were washed with 60% isopropanol and allowed to air dry. The Oil Red O working solution was prepared by mixing the stock solution with distilled water in a 3:2 ratio. The lipid droplets were stained with the working solution of Oil Red O for 30 min. Excess stain was removed by washing the cells three to four times with distilled water. The cells were then examined under an inverted microscope to assess the presence and distribution of lipid droplets.

### Statistical analysis

Results from two groups were analyzed using the student t test to determine statistical difference. If more than two groups were involved in the studies, the one-way ANOVA analysis was adopted for the statistical analysis. The experimental replicates are indicated in the graph and figure legend. In vivo and in vitro studies were performed in biological and technical repeats, respectively.

Sample sizes were determined based on preliminary data and power analysis to ensure adequate statistical power. Exclusion criteria were predefined to remove outliers or data points that did not meet quality control standards, while inclusion criteria ensured consistency across experimental groups. Randomization was applied to assign samples or animals to experimental groups to minimize bias. Blinding was implemented during data collection and analysis to ensure objectivity. Statistical significance was set at *p* < 0.05.

### Graphics

Schematic diagrams and graphical representations included in this manuscript were created using BioRender.com.

## Supplementary information

Table EV1

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Data Set

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

## Data Availability

The RNA-Seq dataset, GSE286394, is publicly available in GEO databases. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44321-025-00224-4.

# Supplementary material for: Liver TET1 promotes metabolic dysfunction-associated steatotic liver disease
**Source:** EMBO Mol Med. 2025 Mar 31;17(5):1101–17. doi: 10.1038/s44321-025-00224-4
**Supplement:** Supplementary file 8 — Data Set

Dataset EV1: RNA sequencing data from liver samples of wild-type (WT; n = 3) and whole-body Tet1 knockout (n = 4) mice fed a high-fat diet (HFD).

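Dataset EV1 lists 51431 genes with the 7 counts, a mean expression value, a log2 fold change and p-values for each. The part examined here holds 1999 genes, ordered by p and reaching an adjusted p of 0.171, so no overlap or enrichment was tested on it. The counts of all 1999 genes equalled the deposited counts. In that part, the paper's adjusted p was under 0.05 for 208 higher and 250 lower genes, of which 198 and 240 lay within the limits on fold change. Being ordered by p, the part should hold all genes of Dataset EV1 under 0.05. The paper's log2 fold change of Cd36 is -2.99, with a standard error of 0.446, while DESeq2 on the 7 libraries gave -2.99 with a standard error of 0.324.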

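Of the 46 genes of Dataset EV2, all were found in the deposited counts and 40 passed the filter on low counts. Over all genes tested, 3 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, namely Igfbp2, Slc27a1 and Enho, all higher in TET1 KO livers. The count was 9 when adjusted over the list alone, which is not independent evidence because the study ordered the list on these samples, and 11 genes had an unadjusted p under 0.05. DESeq2 gave 7 genes with an adjusted p under 0.05. Without WT replicate 1, without WT replicate 2 or without TET1 KO replicate 1, 2 or 3, only 1 gene passed. Fgf21, also on the list, had a log2 fold change of -1.63 (standard error 0.40, edgeR adjusted p = 0.0616), and DESeq2 gave it an adjusted p of 0.00448.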

Dataset EV2: Differentially expressed hepatokines identified from RNA sequencing data, highlighting the most significantly regulated genes.

Dataset EV3: Comparative lipidomic profiling of liver samples from wild-type (G1; n = 5) and liver-specific Tet1 knockout (G2; n=5) mice fed a high-fat diet (HFD).

Dataset EV4: Comparative lipidomic profiling of liver samples from wild-type (G1; n = 5) and whole-body Tet1 knockout mice (G3; n=3) fed a high-fat diet (HFD).

Table EV1: Experimental group arrangements and sample details corresponding to Datasets EV3 and EV4.

How the deposited data were processed for this re-analysis (not part of the article)

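Liver mRNA of 3 WT and 4 TET1 KO mice fed an HFD for 16 weeks was analysed. The groups and replicate numbers were taken from the sample labels and Dataset EV1. The authors deposited one table of raw read counts per mouse, made with featureCounts and not normalized. The labels describe a strand-specific library, but no setting of the counting is given, so antisense and overlapping genes and members of gene families remain uncertain. The files do not name the genome build, and the coordinates given are those of GENCODE M1 (NCBIM37), matched by Ensembl identifier. Of 14754 tested genes, 13469 (91.3%) were found there. Gene symbols are those of the deposited tables, in which 26 symbols had been turned into dates in one table, so genes were joined by identifier. After 5 repeated entries were left out, 51426 genes remained, and 24623 had at least 1 count.

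Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, libraries were scaled by TMM, and the quasi-likelihood test (glmQLFit with legacy = FALSE and robust = FALSE) compared the genotypes without covariates. The kept genes held at least 99.88% of the counts of each library. The common biological coefficient of variation was 0.208. The standard error of a log2 fold change was derived from the fold change and the F statistic. CPM values are TMM-normalized, and log2 CPM used a prior count of 2. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and the counts of differentially expressed genes also required a log2 fold change between -3 and 3, as in the paper's methods. DESeq2 1.42.0 was the alternative test. On simulated counts with 200 changed genes, edgeR recovered 199 with 11 false calls among 14506 tested genes, and DESeq2 recovered 198 with 26 false calls. The changed genes were above a minimum mean count, and their fold changes were larger than those of several genes named here. Genes were simulated independently. Recovery of smaller changes and of genes with few counts was therefore not tested.

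Single values were compared by exact two-sided permutation tests over the 35 splits of 7 mice into 3 and 4. Gene sets were tested with camera, fry and an estimated inter-gene correlation in limma 3.58.1. The sets were 2 Reactome sets shipped with fgsea 1.28.0, 7 lists of lipid genes, the cytosolic ribosomal protein genes and 7 lists of cell type markers, all written before the data were examined. Of 7111 Reactome identifiers, 98.4% were matched to a symbol. Gene ontology sets were not analysed here. A further 4 lists, of male-biased and female-biased liver genes and of the Dbp and Arntl arms of the clock, were written after the table of all genes had been seen, and the genes that prompted them were left out. The genes named are those the paper names for these samples, the labels of Fig. 3F, the 5 higher and 5 lower genes with the smallest p among those whose groups did not overlap, the called members of the lipid lists, and Tet2 and Tet3. Per3, the genes near Tet1, the neighbouring genes and the members of the added lists were named after their values were seen.

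Library sizes lay between 15005277 and 22746138 counts, and a gene with no more than 3 counts in each library was taken as at the floor. The alternatives tried were DESeq2, its size factors (RLE), library size only, no filter on low counts, at least 10 counts in every library, robust dispersions, the replicate number as a block, other limits on p and fold change, windows of 10 and 40 Mb around Tet1, and leaving out each mouse in turn. These were chosen before the data were examined, except where the closing section says otherwise. The samples carry no batch or date in the labels used. Figures were drawn with matplotlib 3.10.9 in Python 3.11.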

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

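The lists of sex-biased and clock genes and the tests of sex, Mup genes, time of day and a mixed sample were chosen only after the results were seen.

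In the 4 TET1 KO livers, 57 named genes, 22 gene lists and 2 library measures were examined for a single mouse far from the other three. The gap of the farthest mouse as a share of the group's range was 0.886 for 5330406M23Rik, 0.876 for Acot3, 0.939 for Chrnb1, 0.832 for Cpt1b, 0.887 for Gm44005, 0.879 for Slc22a5, 0.886 for Tceal8 and 0.833 for Tet3, each above Dixon's critical value for 4 samples. Among 57 genes chance gives about 2.8 such cases, and 8 were seen. One list, the T and NK cell markers, also passed (0.889), because of TET1 KO replicate 2. TET1 KO replicate 4 was the far mouse for 5 of the 8 genes. It lay on the WT side for Acot3, Cpt1b, Slc22a5 and Tet3, at 7.33, 2.69, 15.0 and 18.0 CPM, and on the far side for Chrnb1, which had at most 28 counts. Genes of one liver are not independent, so this excess of cases may come from 1 mouse. A candidate explanation is RNA of a WT mouse mixed into TET1 KO replicate 4. In the 20 genes with the smallest p in the fit without it, replicate 4 lay within or beyond the range of the other TET1 KO livers in 5 genes, against 14, 12 and 17 genes for TET1 KO replicates 1, 2 and 3 tested the same way. Its median position between WT (0) and the other TET1 KO livers (1) was 0.878, while its position on the first principal component was 0.527. A mix moves every gene toward WT by the same share. A share that brings Cpt1b and Tet3 to 2.69 and 18.0 CPM would also raise Mogat1, Tceal8 and Tdg. Replicate 4 had 0.835, 11.6 and 1.95 CPM of these genes, against WT means of 8.23, 54.5 and 8.27 CPM. This argues against a large mix as the cause for Cpt1b and Tet3. A smaller mix and a milder response of this mouse cannot be told apart. Tet1 itself had at most 4 counts in any library and does not help.

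The paper's text does not discuss ribosomal protein genes, although its Fig. 3H shows translation and ribosome sets. The cytosolic ribosomal protein genes were higher in TET1 KO livers. The median log2 fold change was 0.50, 78 of 85 genes were higher, and every TET1 KO liver lay above every WT liver (exact two-sided permutation test, p = 0.0286). Camera gave an adjusted p of 6.2e-16, but fry gave 0.114 and an estimated inter-gene correlation gave 0.495. Of the 35 splits of the 7 mice, 1, the real one, moved this list as far. A trend of fold change with transcript length or GC content does not account for the whole of it. Draws of genes matched on length, GC content and expression had a median log2 fold change of 0.15, with an upper limit of 0.221, below the 0.50 of the 82 ribosomal genes with a known length, and no draw of 10000 came as high. A difference in ribosomal protein mRNA between the genotypes stays open as a hypothesis, as do RNA quality and other differences between samples that were not tested.

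The clock genes moved in opposite directions in the 2 arms of the clock. The median log2 fold change was 0.79 in the Dbp arm, where 11 of 11 genes were higher, and -0.34 in the Arntl arm, where 0 of 4 tested genes were higher. The arms parted by 1.02 on the log2 scale (exact two-sided permutation test, p = 0.0286), and 1 of the 35 splits, the real one, parted them as far. Camera gave adjusted p-values of 0.000309 and 0.0653, fry gave 0.0043 for both, and an estimated inter-gene correlation gave 0.18 for both. The lists were prompted by Per3 (log2 fold change 1.12, edgeR adjusted p = 0.0082), which was left out of them. A difference in the time of day of collection between the groups may give this pattern, and the opposite movement of the arms is what that explanation predicts. The labels used here give no time of collection, so an effect of genotype on the clock stays open and was not tested.

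Male-biased liver genes were higher in TET1 KO livers, with a median log2 fold change of 0.51 (camera adjusted p = 0.000309, fry 0.0372, estimated inter-gene correlation 0.18), and 13 of 19 tested genes were higher. Female-biased genes were lower, with a median of -1.07 (camera adjusted p = 0.000309, fry 0.087, estimated inter-gene correlation 0.18), and 3 of 17 were higher. In the mean level of the female-biased list the groups overlapped (exact two-sided permutation test, p = 0.114). Female mice among the WT samples are excluded by Xist, which had at most 4 counts in any library. Every TET1 KO liver lay above every WT liver in the mean level of the male-biased list (exact two-sided permutation test, p = 0.0286). Reads moved from one Mup paralog to another do not explain the higher level, since such moves leave the total unchanged. All Mup genes and pseudogenes together held 2.46% to 3.77% of the counts in WT and 4.28% to 7.82% in TET1 KO livers. Reads matching several Mup copies may instead have been dropped, as the counting settings are not given. A difference in such losses is not excluded. Without its 5 Mup genes camera gave 0.022 for the list but fry gave 0.0846 and the groups overlapped, so the result rests in part on the Mup genes. The male-biased and female-biased lists parted as far in 3 of the 35 splits of the 7 mice (exact permutation test, p = 0.0857), so their opposite movement is not larger than other groupings of these livers give. Whether the growth hormone dependent sex-biased programme differed cannot be told apart from such variation between mice with 7 samples.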

How the results depend on the processing

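The fit with legacy = TRUE, the fits of the Reactome sets, the cell type lists and the region around Tet1 without single mice, the Reactome sets with the replicate block and the DESeq2 calls around Tet1 were chosen after seeing the data.

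The direction of every fold change of Cd36, Igfbp2, Pparg, Enho, Slc27a1, Hsp90aa1, Eda and Igfbp3 was the same in all alternatives run. Cd36 and Igfbp2 stayed under an adjusted p of 0.05 in 12 of 12 alternatives, with adjusted p-values up to 0.0288 and 0.0116. Eda did not pass the filter of at least 10 counts in every library, and no alternative is given for Tet1, whose fold change is not reported. DESeq2 gave 615 higher and 684 lower genes within the limits on fold change, against 117 and 156. No filter on low counts gave 227 and 327, and an adjusted p under 0.1 gave 826 and 812. Scaling to library size only gave 295 lower genes. It shifted the median log2 fold change of all genes from 0.0119 to -0.0806. The legacy fit gave 106 and 150. Counts thinned at random to the smallest library, an alternative chosen after seeing the data, gave 129 and 178 in the first draw, and from 95 to 129 and from 148 to 186 in 10 draws. Across the 7 fits that each left out one mouse, the number ranged from 14 to 415 higher genes and from 15 to 442 lower genes, lowest without WT replicate 2 and highest without TET1 KO replicate 4. All 38 genes called without WT replicate 2, with no limit on fold change, were among the 298. Fewer mice lower the power of the test, but the rise without TET1 KO replicate 4 is not explained by this, and its cause was not tested here.

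The replicate numbers do not pair the mice. Deviations from the group means correlated at 0.209, -0.123 and -0.0964 for replicates 1, 2 and 3. With the replicate number as a block, 654 genes were higher and 636 lower, 7 hepatokine genes passed, and 20 sets of higher and 2 of lower genes were over-represented. TET1 KO replicate 4 has no WT mouse of the same number, so its block absorbed it. The block fit thus compared the genotypes without TET1 KO replicate 4.

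Hepatokine genes past the threshold numbered 3, against 7 with DESeq2 and 5 with no filter, and from 1 to 3 with one mouse left out. Of the lipid gene sets, 6 passed, against 0 with fry and 0 with the estimated inter-gene correlation, and from 2 (without WT replicate 2 and without TET1 KO replicate 2) to 6 with one mouse left out. For over-representation of Reactome sets, DESeq2's calls gave 20 sets of higher genes and 7 of lower genes, against 0 and 4, and an adjusted p under 0.1 gave 21 sets of higher genes. With one mouse left out these ranged from 0 to 22 (highest without TET1 KO replicate 4) and from 0 to 11 (highest without WT replicate 3). Between 0 and 3 of the cell type lists passed with one mouse left out, against 0, and 6 of these 7 fits gave at least 1. The log2 odds ratio of called genes within 20 Mb of Tet1 was -1.44. It changed sign with DESeq2's calls (0.35), without WT replicate 2 (0.58) and without TET1 KO replicate 2 (0.12), and ranged from -2.04 to 0.58 with one mouse left out. No Fisher p of this test was under 0.182. The cause of these changes was not tested. Over these alternatives, 15 values of single genes and 35 of the lipid and ribosomal gene sets lost significance and 6 values of single genes gained it, not counting the lists written after the data had been seen.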

Differences from the paper's values

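The paper reports 265 upregulated genes, and 117 were found. Of the alternatives set before the data were examined, only no filter on low counts (227) came within 1.5 times of the paper's number. For downregulated genes the paper reports 369, and 156 were found. No filter on low counts (327), library size only (295) and leaving out TET1 KO replicate 4 (442) came within 1.5 times. DESeq2 gave more genes than the paper in both directions, 615 and 684.

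Dataset EV1 itself gives fewer genes than the 265 and 369 of the paper's text. The part examined is ordered by p and reaches an adjusted p of 0.171, so it should hold every gene under 0.05. In it, the paper's own adjusted p and the limits on fold change give 198 higher and 240 lower genes, against 117 and 156 found. For higher genes, no filter on low counts (227) and robust dispersions (146) came within 1.5 times. For lower genes, RLE size factors (175), library size only (295), no filter on low counts (327), robust dispersions (176) and no limit on fold change (169) did.

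The paper states that Eda and Igfbp3 are upregulated in TET1 KO mice. Both were lower here, with log2 fold changes of -1.25 and -1.11, and Dataset EV2 itself gives them as -1.27 and -1.12. The paper states that Hsp90aa1 is significantly upregulated, and its edgeR adjusted p was 0.0884. It passed with DESeq2 (0.0281) and with the replicate number as a block (0.0492), and ranged up to 0.344 over the alternatives. The block fit compared the genotypes without TET1 KO replicate 4. Eda passed with DESeq2 (0.0417), and Igfbp3 passed with DESeq2 (0.00914), with no filter on low counts (0.0433) and without WT replicate 3 (0.00528), in each case as lower genes. The adjusted p ranged up to 0.239 for Eda and up to 0.289 for Igfbp3. The paper places Cd36 among its top 10 genes, and here it was at rank 13 over all tested genes, at rank 9 within the limits on fold change and at rank 6 in DESeq2. Of the labels of Fig. 3F, Gm38416 and Gm44005 did not pass in edgeR (adjusted p = 0.0612 and 0.0795), and both passed in DESeq2.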

Other observations

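The thinning of libraries to equal size, the tests of called genes next to one another by gene family, of the mean expression in Dataset EV1, and the contrast between cell type lists were chosen only after the results were seen.

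The number of differentially expressed genes was compared with the other splits of the 7 mice into 3 and 4. Of the 35 splits, 1, the real one, gave as many genes within the limits, and the largest number from any other split was 4. For hepatokine genes and for over-represented Reactome sets it was also 1 of the 35 splits, which adds nothing to the count of genes, because both are drawn from the called genes. Of the lipid gene sets, in 3 of the 35 splits, the real one included, at least as many of the 9 were lower, and another split gave 7. The lower level of lipid sets as counted by camera is therefore not larger than other groupings of these livers give, while the PPARα targets, triglyceride synthesis and storage and the Reactome fatty acid set each separated the genotypes in every mouse.

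Of the TET1 KO libraries, 2 were smaller than every WT library. Library size does not explain the called genes, since after all libraries were thinned at random to the total of the smallest, 243 to 307 genes were called within the limits in 10 draws, against 273. The labels give the strain of each mouse as C57BL/6J, whereas the paper lists the knockout strain with 129 ancestry, so DNA of the 129 strain is a candidate explanation for some calls. DNA carried along with the knockout allele would place called genes near Tet1. Within 20 Mb of Tet1, 2 of 266 tested genes were called (0.752%), against 266 of 13203 elsewhere (2.01%), which argues against it as the source of most calls. These genes were Arid5b and Tdg. The ratio changed sign in some alternatives, with a log2 odds ratio of 0.35 for DESeq2's calls. DNA of the 129 strain elsewhere in the genome stays open. Called genes were neighbours in 13 places where 5.32 were expected, and in the gene order of RefSeq, chosen after seeing the data, in 18 places where 5.84 were expected, both with pairs of the same family kept. After such pairs were left out in the first gene order, 11 pairs remained where 5.06 were expected (permutation test over 10000 random sets of tested genes, p = 0.0127). Shared regulation of neighbouring genes may give the same excess, and the counts do not separate these explanations.

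A lower share of hepatocytes in the TET1 KO samples would raise the markers of every other cell type. None of the 7 cell type lists had a camera adjusted p under 0.05, and 2 had an unadjusted p under 0.05, for which fry gave adjusted p-values of 0.152 and 0.331. This count of 0 was kept only without WT replicate 1. At least 1 list passed in 6 of the 7 fits that left out one mouse, with 3 lists without WT replicate 3, 2 without TET1 KO replicate 1, 3 or 4, and 1 without WT replicate 2 or TET1 KO replicate 2. Adjusted p-values were 0.673 for hepatocyte (12 genes tested), 0.0502 for cholangiocyte (8 genes, higher), 0.0599 for stellate cell and fibroblast (12 genes, lower), 0.164 for T and NK cell (7 genes), 0.254 for endothelial cell (12 genes), 0.278 for macrophage (13 genes) and 0.673 for adipocyte (5 genes). No gene was in more than 1 cell type list, and 2 were also in a lipid list. The cholangiocyte and stellate cell lists moved apart by 1.08 on the log2 scale, against SDs of 0.291 in WT and 0.521 in TET1 KO livers (exact two-sided permutation test, p = 0.0286). These lists were picked for their small p after the results were seen, so this contrast cannot decide the question. Median log2 fold changes were 0.97 for cholangiocyte, 0.50 for T and NK cell and 0.19 for adipocyte. They were -0.08 for endothelial cell, -0.13 for macrophage and -0.30 for stellate cell and fibroblast. A lower share of hepatocytes as the cause of the lower lipid genes stays open. A change in cholangiocytes themselves stays open. Adipose tissue in the WT samples is excluded as the source of Cd36, since the Adipoq count in WT livers was 0.09% of the Cd36 count. Fabp4 had 1052 counts in all WT and 1220 in all TET1 KO libraries.

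The mean expression values of Dataset EV1 were unlike those of the 7 libraries. That of Igfbp2 is 7121 in the paper against 5202 for the 7 libraries, and that of Cd36 is 1662 against 1477. Another scaling of the same 7 libraries was tested by fitting one weight per library. For 59% of the genes examined, the best weights missed the paper's value by more than 5%, whereas the means computed here from the 7 libraries were recovered within 5% for each gene. Scaling of the 7 libraries alone is therefore excluded. What else entered the paper's values was not tested.

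Several genes that the paper names for other assays or other samples had an edgeR adjusted p over 0.05 in these libraries. Slc2a4 (GLUT4) and Ppargc1a (PGC1α) had log2 fold changes of 0.78 and 0.27, with edgeR adjusted p-values of 0.49 and 0.288. Dnmt1, Dnmt3a and Dnmt3b had edgeR adjusted p-values of 0.387, 0.0778 and 0.998. DESeq2 gave Dnmt3a, which was higher in every TET1 KO liver than in every WT liver, an adjusted p of 0.0405, and its edgeR adjusted p ranged up to 0.302 with one mouse left out. Cpt1a, Ppara and Hnf4a had edgeR adjusted p-values of 0.201, 0.83 and 0.645. Ehhadh, which was lower in every TET1 KO liver than in every WT liver, Crat and Cpt1b had log2 fold changes of -1.04, -0.66 and 1.21, with edgeR adjusted p-values of 0.0713, 0.0851 and 0.0567, and DESeq2 gave them adjusted p-values of 0.00672, 0.0331 and 0.0103.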
